# Transcription analyses of differentially expressed mRNAs, lncRNAs, circRNAs, and miRNAs in the growth plate of rats with glucocorticoid-induced growth retardation

**DOI:** 10.7717/peerj.14603

**Published:** 2023-01-16

**Authors:** Mingyue Yin, Junqi Wang, Juanjuan Zhang, Wei Wang, Wenli Lu, Fei Xu, Xiaoyu Ma, Sheng Lyu, Lifen Chen, Lidan Zhang, Zhiya Dong, Yuan Xiao

**Keywords:** Glucocorticoid, Growth retardation, Growth plate, RNA sequencing, Competing endogenous RNA, Non-coding RNA

## Abstract

**Background:**

Glucocorticoids (GCs) are commonly used to treat autoimmune diseases and malignancies in children and adolescents. Growth retardation is a common adverse effect of GC treatment in pediatric patients. Accumulating evidence indicates that non-coding RNAs (ncRNAs) are involved in the pathogenesis of glucocorticoid-induced growth retardation (GIGR), but the roles of specific ncRNAs in growth remain largely unknown.

**Methods:**

In this study, 2-week-old male Sprague-Dawley rats had been treated with 2 mg/kg/d of dexamethasone for 7 or 14 days, after which the growth plate tissues were collected for high-throughput RNA sequencing to identify differentially expressed mRNAs, lncRNAs, circRNAs, and miRNAs in GIGR rats.

**Results:**

Transcriptomic analysis identified 1,718 mRNAs, 896 lncRNAs, 60 circRNAs, and 72 miRNAs with different expression levels in the 7d group. In the 14d group, 1,515 mRNAs, 880 lncRNAs, 46 circRNAs, and 55 miRNAs with differential expression were identified. Four mRNAs and four miRNAs that may be closely associated with the development of GIGR were further validated by real-time quantitative fluorescence PCR. Function enrichment analysis indicated that the PI3K-Akt signaling pathway, NF-kappa B signaling pathway, and TGF-*β* signaling pathway participated in the development of the GIGR. Moreover, the constructed ceRNA networks suggested that several miRNAs (including miR-140-3p and miR-127-3p) might play an important role in the pathogenesis of GIGR.

**Conclusions:**

These results provide new insights and important clues for exploring the molecular mechanisms underlying GIGR.

## Introduction

Glucocorticoid-induced growth retardation (GIGR) is a common side effect associated with long-term glucocorticoid (GC) treatment in children (Grigorescu-Sido et al., 2003; Ma et al., 2019). This treatment prevents many pediatric patients from reaching their expected target heights in adulthood, dramatically impacting their quality of life and psychosocial health. After discontinuation of glucocorticoid therapy, although a certain degree of catch-up growth would occur in some children (Browne et al., 2018), their adult height remained inevitably compromised (Kelly et al., 2012; Ribeiro et al., 2015). Furthermore, there are no therapies recognized as safe and effective in clinical practice for the prevention of GIGR. So, GIGR is one of the major concerns when children receive GC treatment.

The growth plate is a thin layer of cartilage located at the metaphysis that is essential for endochondral ossification (Kronenberg, 2003). Direct and indirect effects of GCs on the growth plate and its cartilage components are considered to be the source of their impact on growth. GCs can reduce the height of the epiphyseal growth plate, affect chondrocyte differentiation, inhibit chondrocyte proliferation, and induce chondrocyte apoptosis (Chrysis, Ritzen & Sävendahl, 2003; Hartmann et al., 2016; Zaman et al., 2019). Together, these effects lead to inhibition of longitudinal bone growth. However, the mechanisms behind these effects remain elusive.

An integrated analysis of protein-encoding genes as well as noncoding RNAs (ncRNAs) may reveal the underlying mechanism of GIGR. With the rapid development of high-throughput sequencing technology, many ncRNAs that were previously considered nonfunctional, including long non-coding RNAs (lncRNAs), circular RNAs (circRNAs), and microRNAs (miRNAs), have been identified and proven to play vital roles in various physiological and pathological processes, including endochondral ossification (Anastasiadou, Jacob & Slack, 2018; Razmara et al., 2019; Zhao et al., 2018). Li et al. (2014) used microarray analysis to analyze the expression profiles of miRNAs in human bone marrow-derived mesenchymal stem cells (hBMSCs) induced by dexamethasone (Dex) (10^−6^/ L; 12d) and found that some miRNAs, including miR-155, miR-199a-5p, miR-21, and miR-140-3p correlated with osteogenic differentiation and bone formation. Liu et al. (2018) found that the lncRNA Gas5 and miR-21 are involved in chondrocyte proliferation and apoptosis induced by GC *in vivo* and *in vitro*. In addition, Hao et al. (2021) observed that overexpression of CircPVT1 significantly alleviated GC-induced apoptosis and proliferation inhibition of hBMSCS cells. Therefore, it can be speculated that GC may induce growth retardation by affecting ncRNA and mRNA expression in the growth plate.

However, a knowledge gap currently exists regarding the effect of GC on ncRNA and mRNA expression in the growth plate. In this study, we attempted to reveal the changes of ncRNA and mRNA in the growth plate tissues by high-throughput RNA sequencing and bioinformatics analysis to provide a theoretical basis for elucidating the mechanism of GIGR. Gene Ontology (GO) analysis, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis, and Gene Set Enrichment Analysis (GSEA) were performed to detect the potential functions and pathways of differentially expressed genes. We also reported the ceRNA networks involved in GIGR, which provides a new perspective for clarifying the gene expression regulatory network constructed by transcriptome and adds more dimensions for analyzing the molecular mechanism of GIGR.

## Materials & Methods

### Reagents

5 mg/mL of pharmaceutical-grade dexamethasone (Dex) sodium phosphate (Chenxin Pharmaceutical Co., Qidong, China) was diluted with 0.9% saline and administered intraperitoneally (i.p.) at a dose of 2.0 mg/kg/d in experimental rats in accord with a previous study (Liu et al., 2018), which has been shown to induce growth retardation. Control rats received the same volume of saline.

### GIGR rat model

The Institutional Animal Care and Use Committee of Ruijin Hospital, Shanghai Jiao Tong University School of Medicine approved these studies. The animal handling methods and procedures used in this study complied with the guidelines of the Institutional Animal Care and Use Committee. All methods were carried out in accordance with ARRIVE guidelines. SPF-level pregnant Sprague-Dawley (SD) rats were obtained from Vital River Laboratory (Beijing, China). Then newborn male SD rats were randomly assigned to cages and housed in a controlled environment (under controlled temperature, with a 12 h/12 h light dark cycle, with food and water provided *ad libitum*). Because the pregnant rats did not give birth on the same day. We performed a total of three batches of experiments and each batch rats were randomly divided into four groups. In short, 32 rats (2 weeks old, weight 33.79 ± 3.18 g) were randomly divided into four groups: (1) a Dex 7d group (2 mg/kg/d Dex for 7d, i.p., *n* = 9), (2) a Control 7d group (saline for 7d, i.p., *n* = 7), (3) a Dex 14d group (2 mg/kg/d Dex for 14d, i.p., *n* = 10), and (4) a Control 14d group (saline for 14 d, i.p., *n* = 6).

### Evaluation of growth

Rats were weighed first, then injected with saline or Dex at 8:00 am daily. Naso-anal length was measured under anesthesia once per week. After 7 or 14 days of injection, bilateral femurs and tibias were dissected and separated, and lengths were measured with a Vernier caliper.

### Samples collection

The day after the final Dex or saline administration, rats were deeply anesthetized with pentobarbital sodium (40 mg/kg, i.p.). All anaesthetised animals were euthanized by cardiac blood collection after loss of consciousness. Then the right proximal tibial growth plate tissues were dissected and separated, and snap-frozen immediately in liquid nitrogen.

### Quantitative histology of the growth plate

At the end of the 7- or 14-day injection period, the left proximal tibial tissue of rats was collected. Tissues were fixed in 4% paraformaldehyde for 24 h, decalcified in 0.5 M EDTA (Servicebio, Wuhan, China), embedded in paraffin, sectioned, and stained with hematoxylin and eosin (HE). These sections were then microphotographed with an optical microscope to observe morphological changes in the rats’ growth plates. The height of each zone of the growth plate was measured based on the distinct morphological characteristics of the different growth plate zones. At least 15 independent histological measurements were taken within the central two-thirds of the growth plate using Image J software (National Institutes of Health (NIH), Bethesda, MD, United States). The resting zone (R zone) was defined as single scattered cartilage cells. The proliferative zone (P zone) was defined as a region of flat chondrocytes with columnar displacement. The hypertrophic zone (H zone) is located below the P zone where the cells have significantly increased in size (increase by 5–10 times) (Su et al., 2021).

### Assessment of apoptosis and proliferation in growth plates

Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) was used to analyze apoptosis in growth plates using a TUNEL Kit (Roche, Basel, Switzerland). TUNEL-positive cells (apoptotic cells) were counted within three randomly chosen fields in the H zone of each growth plate and expressed as the percentage of positive cells per field. A rabbit anti-proliferating cell nuclear antigen (PCNA) monoclonal antibody (1:500, ab92552; Abcam, Cambridge, UK) was used to assess proliferation in the P zone of the rat growth plate in three randomly chosen fields, and positive cells were also expressed as the percentage of positive cells per field. The calculation of the positive cells in each growth plate was based on at least 100 cells. We randomly selected three to four rats from each group dedicated to this experiment. The investigator conducting assessment did not know which treatment each sample had received.

### RNA extraction

Total RNA was extracted from each sample using TRIzol reagent (Invitrogen, Waltham, MA, USA). The degradation and contamination of total RNA were examined by 1% agarose gel electrophoresis. And the purity and concentration of the extracted RNA were evaluated using NanoPhotometer^^®^^ spectrophotometer (IMPLEN, Westlake Village, CA, USA). RNA integrity and quantity were assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). The total RNA of all samples had RNA integrity values greater than seven, which means that they are suitable for constructing sequencing libraries. We randomly selected three samples from each group for subsequent high-throughput sequencing.

### Library construction and high-throughput sequencing

We established two libraries: the chain-specific library and the small RNA library. For lncRNA, mRNA and circRNA sequencing, the chain-specific library was constructed using the TruSeq Stranded Total RNA Library Prep Plant/Gold/Globin +NEBNext^^®^^ Ultra Directional RNA Library Prep Kit (Illumina, San Diego, CA, USA) in accordance with the manufacturer’s instructions. Then the chain-specific library was subjected to PE150 (paired-end 150nt) sequencing on the Illumina NovaSeq 6000 (Novogene, Sacaramento, CA, USA). For miRNA sequencing, the small RNA library was constructed using the NEB Next^^®^^ Multiplex Small RNA Library Prep Set for Illumina^^®^^ (Set 1) (NEB, Ipswich, MA, USA) following manufacturer’s instructions. Subsequently, the small RNA library was sequenced on Illumina NovaSeq 6000 (Novogene, Beijing, China), and 50 bp single-end reads were generated. Raw sequence files have been deposited at NCBI’s Gene Expression Omnibus (Accession code: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE190744).

### Quality control

For lncRNA, mRNA and circRNA sequencing, raw data (raw reads) of fastq format were firstly processed through in-house perl scripts. In this step, clean data were obtained by removing the following reads: (1) reads with 5′ adapter (2) reads without 3′ adapter or insert sequence (3) reads with more than 10% N (4) reads with more than 50% nucleotides with Qphred ≤20 (5) reads with ploy *A*/*T*/*G*/*C*. Adapter trimming for removing adapter sequences from the 3′ ends of reads was also performed. For miRNA sequencing, raw data of fastq format were firstly processed through custom perl and python scripts. In this step, clean data (clean reads) were obtained by removing the following reads: (1) reads with more than 10% N (2) reads with 5′ adapter contaminants (3) reads without 3′ adapter or the insert tag (4) reads with ploy *A*/*T*/*G*/*C* (5) reads with more than 30% nucleotides with Qphred ≤20. Then, high-quality clean reads were selected to do all downstream analyses.

### Mapping, assembly, and identification of transcripts

For lncRNA, mRNA sequences, the clean reads were aligned to the rat reference genome (*rattus norvegicus* genome obtained from Ensembl Rnor_6.0) with the software Hisat2 (version 2.0.5; main parameter: –no-unal -t –phred33 –rna-strandness RF –dta-cufflinks –un-conc-gz). Reads alignment results of lncRNA and mRNA were transferred to the program StringTie (version 1.3.3) for transcript assembly, and the transcripts were merged using Cuffmerge software (version 2.2.1). The current mainstream coding potential analysis method, CPC2 (version 3.2.0), Pfam (version 1.3), and CNCI, were used to predict the coding potential of the new transcripts screened of mRNA and lncRNA. And novel lncRNAs were named following the rules of the HUGO Gene Nomenclature Committee (HGNC). The small RNA tags were mapped to the reference sequence by Bowtie (version 0.12.9; main parameter: -v 0 -k 1) without mismatch to analyze their expression and distribution on the reference. Mapped small RNA tags were used to look for known miRNA. miRBase20.0 (*rattus norvegicus*) was used as reference. The circRNAs were detected and identified using find_circ and CIRI (version 2.0.5).

### Quantification and identification of differentially expressed RNA (dif-RNAs)

Quantification of the transcripts was performed using StringTie software (version 1.3.3) and Fragments Per Kilobase of transcript per Million mapped reads (FPKM) was used to determine the expression level of mRNAs and lncRNAs. miRNA and circRNA expression levels were estimated by transcript per million (TPM) through the following criteria: Normalization formula: Normalized expression = mapped readcount*1000000/Total reads. “edgeR” R package was used for differential analysis (Robinson, McCarthy & Smyth, 2010). Given the importance of small changes in RNA expression (St Laurent et al., 2013), fold changes >1.2 [up-regulated] or <1/1.2 (0.83) [down-regulated] and *p* value <0.05 were used as the threshold for differential screening to identify differential lncRNA (dif-lncRNA), mRNA (dif-mRNA), circRNA (dif-circRNA) and miRNA (dif-miRNA) (St Laurent et al., 2013; Wang et al., 2020a). The R package RNASeqPower (Hart et al., 2013) was used to retrospectively calculate the statistical power of this experiment. A power of 0.73 was found for genes that presented fold-change greater than two with a sample size of three (the number of biological replicates used for RNA sequencing).

### Spatial marker genes in the GIGR rat growth plate

To further analyze the spatial marker gene expression in the GIGR rat growth plate, we compared our dataset with previously published marker genes of R zone, P zone, and H zone of growth plate from 7-day-old SD rats (Lui et al., 2010). In this analysis, we hypothesized that the gene expression patterns are similar among the individual growth plate zones in 7-day, 21-day, and 28-day rats because the morphology of the individual zones is similar and Lui et al. (2010) have previously shown that the genes that vary with space in the rat growth plate are mostly different from those that vary with age.

### Functional enrichment analysis

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis were performed using the “clusterProfiler” R package to analyze the enriched signaling pathways of differentially expressed mRNAs. Gene Ontology (GO) annotations were performed using a DAVID online tool on the screened differentially expressed genes (available online: https://david.ncifcrf.gov/) to elucidate comprehensive information on gene function by classifying genes in terms of molecular function (MF), cellular composition (CC), and biological process (BP) (Huang, Sherman & Lempicki, 2009). Then, the results were visualized with the “ggplot2” R package. False discovery rate (FDR) was calculated to correct the *p* value. The GO terms and pathways with the enriched gene count ≥2 and the significance threshold *p* < 0.05 were considered significant.

Gene set enrichment analysis (GSEA) focuses on the annotated gene set, assessing whether it is statistically significant and consistently different between two biological states (Subramanian et al., 2005). We used the “cluster profile” R package to identify significantly up- and down-regulated pathways between the Dex and control groups. All genes identified by high-throughput sequencing were used for GSEA. The significant enrichment of the gene sets followed FDR<0.25, —NES—>1.0, and nominal *p* < 0.05. A list of all genes and their membership in each GSEA gene set is in Supplementary file (Table S1).

### Prediction of miRNA Targets

We used Blastn (BLAST 2.2.28+) to filter out lncRNAs that may be miRNA precursors, then used miRanda−3.3a to predict the potential interactions between dif-miRNA and dif-lncRNA. We also used miRanda−3.3a to predict the potential interactions between dif-circRNAs and dif-miRNAs (John et al., 2004).The software miRanda−3.3a and RNAhybrid (version 2.0) were used to predict miRNA-mRNA target interactions and take intersections for subsequent analysis.

### Prediction of lncRNA Targets

Target gene prediction of lncRNAs was carried out in two ways: the cis-acting target gene prediction, and trans-acting target gene prediction (Chen, 2016). Based on the theory of cis-acting regulatory element, the protein-coding genes located within 100kb from lncRNA were selected as potential cis-acting target. While for trans-acting target prediction, the Pearson’ correlations coefficients between the coding genes and lncRNAs were calculated (—r—>0.95) and analyzed for the identification of trans-acting regulatory elements.

### ceRNA network construction

Thomson and Dinger’s ceRNA hypothesis notes that specific RNAs (such as, lncRNAs and circRNAs), which communicate and regulate by competitively binding to the RNA-induced silencing complex (RISC), can impair miRNA activity through sequestration and thereby regulating miRNA target gene expression (Thomson & Dinger, 2016). In our study, the network was constructed with the following steps: (a) Obtention of the differential expressed mRNAs, miRNAs, lncRNAs, and circRNAs by high-throughput RNA sequencing. (b) Prediction of the dif-miRNA targets to obtain dif-miRNA-dif-mRNA, dif-miRNA-dif-lncRNA and dif-miRNA-dif-circRNA regulatory relationships; Prediction of the lncRNA targets to obtain lncRNA-mRNA regulatory relationships. (c) miRNAs that are regulated by both lncRNA and mRNA were selected to construct dif-lncRNA-dif-miRNA-dif-mRNA regulatory relationships; miRNAs that are regulated by both circRNA and mRNA were selected to construct dif-circRNA-dif-miRNA-dif-mRNA regulatory relationships. (d) Integrating difference expression relationships with lncRNA-mRNA regulatory relationships (for lncRNA). (e) Further filtering of up- and down-regulated relationship pairs. (f) Integrate circRNA-miRNA-mRNA and lncRNA-miRNA-mRNA networks. Then we used Cytoscape software (version 3.7.2) to visualize the results (Shannon et al., 2003).

### Real-time quantitative fluorescence PCR (RT-qPCR)

We used TRIzol reagent according to the manufacturer’s instructions to extract total RNA from growth plates. For mRNA, PrimeScript™ RT reagent Kit with gDNA Eraser (Takara, San Jose, CA, USA) was used to convert total RNA to cDNA (37 °C for 15 min and 85 °C for 5 s) and TB Green^®^ Premix Ex Taq™ (Takara, San Jose, CA, USA) was used to amplify the cDNA as follows: 95 °C for 30 s, 40 cycles of 95 °C for 5 s and 60 °C for 34 s. For miRNA, cDNA was synthesized using the miRNA 1st strand cDNA synthesis kit (Accurate Biotechnology Co., Ltd, Hunan, China). SYBR^^®^^ Green Premix *Pro Taq* HS qPCR Kit (Accurate Biotechnology Co., Ltd, Hunan, China) was used for the RT-qPCR assay as follows: 95 °C for 30 s, 40 cycles of 95 °C for 5 s and 60 °C for 20 s. Data were normalized to GAPDH (for mRNA) and U6 (for miRNA). The primers used in these experiments are listed in Table S2 . RT-qPCR results were calculated using the 2^−ΔΔCT^ method (Livak & Schmittgen, 2001). All groups had three independent samples and all of the samples were conducted in triplicate.

### Statistical analyses

Changes in body weight, naso-anal length, bone length, height of each zone of the growth plate, percentage of positive cells were expressed as means ± standard deviation, and analyzed using SPSS 23.0 (IBM, United States) and the GraphPad Prism 6 (GraphPad, CA, United States). Differences between groups were analyzed using Student’s *t*-test. In all analyses, *p* < 0.05 was considered statistically significant.

## Results

### Establishment of the GIGR rat model

We established the rat model of GIGR *via* Dex administration (2.0 mg/kg/d, intraperitoneal (i.p.) injection). After seven days treated, the naso-anal length significantly differed between the Dex and the control groups (Fig. 1A; Dex *vs.* Control: 112.02 ± 4.15 mm *vs.* 124.57 ± 6.17 mm, *p* < 0.001, *df* = 30, *n* = 19, 13). This difference became even more significant (Fig. 1A; Dex *vs.* Control: 125.70 ± 4.41 mm *vs.* 151.74 ± 7.22 mm, *p* < 0.001, *df* = 14 *n* = 10, 6) after 14 days of Dex treatment. Similarly, after 7 days of Dex administration, compared to the control group, the lengths of tibia and femur decreased by 9.24% and 9.41%, respectively (Fig. 1B; Dex 7d *vs.* Control 7d: 16.75 ± 0.38 mm *vs.* 18.49 ± 0.75 mm, *p* < 0.001, *df* = 8, *n* = 9, 7). Dex treatment for 14 days also reduced tibia and femur length by 18.31% and 16.03% (Fig. 1B; Dex 14d *vs.* Control 14d: 18.96 ± 0.55 mm *vs.* 22.58 ± 0.76 mm, *p* < 0.001, *df* = 14, *n* = 10, 6), respectively, compared with the control group. In addition, on the second day of Dex treatment, there was a significant difference in body weight between the two groups (Fig. 1C; Dex *vs.* Control: 31.63 ± 2.57 g vs.36.32 ± 3.53 g, *p* < 0.001, *df* = 30, *n* = 19, 13).

**Figure 1:**
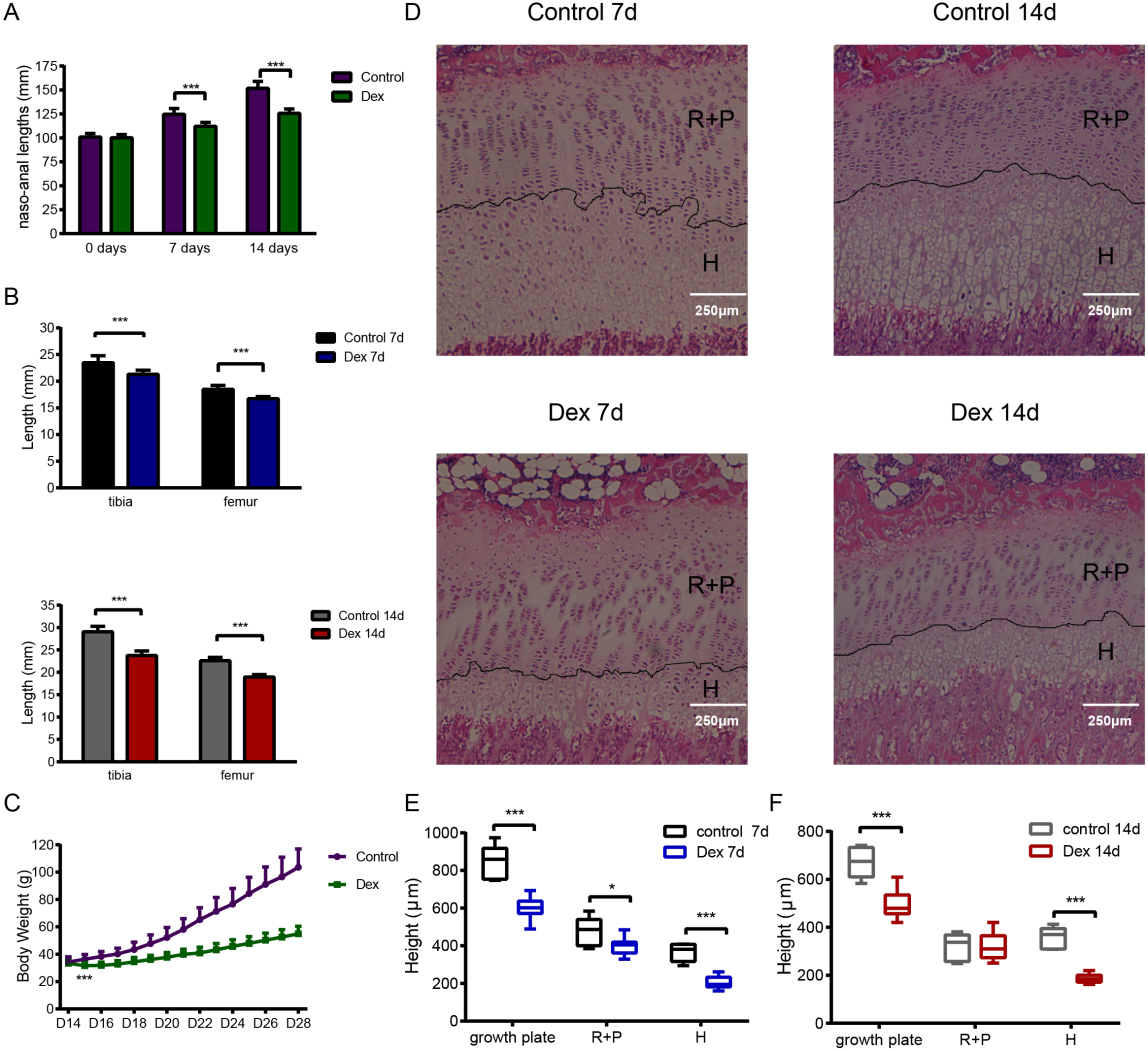
The effect of Dex administration on SD rats. Two-week-old male SD rats were treated with Dex (2.0 mg/kg body weight/d, i.p.) or saline for 7 or 14 d (*n* = 9, 7, 10, 6; Dex 7 d, Control 7 d, Dex 14 d, Control 14 d). (A) Naso-anal lengths were measured weekly. (B) Tibia and femur bone lengths were measured using Vernier calipers. (C) Growth curves tracking body weight in the control and Dex groups. (D) Histological images of HE stained growth plates from each group. Original magnification ×40. 7 (E) and 14 (F) d group growth plate widths, R+P zones (resting + proliferative zones) and H zones (hypertrophic zones) were analyzed in histologic sections from tibia growth plates (*n* = 9, 7, 10, 5; Dex 7d, Control 7d, Dex 14d, Control 14d). *: *p* < 0.05 **: *p* < 0.01 ***: *p* < 0.001 compared with the control group.

Histological analysis of tibia growth plates was carried out in four groups of rats. The height of the growth plate, resting+proliferative (R+P) zone, and hypertrophic (H) zone in the Dex 7d group were significantly reduced compared to those of the Control 7d group (Figs. 1D, 1E; growth plate: 600.15 ± 58.70 µm *vs* 848.15 ± 90.45 µm, *p* < 0.001, *df* = 14, Dex 7d *vs.* Control 7d, *n* = 9, 7; R+P: 398.85 ± 45.48 µm *vs* 482.17 ± 71.68µm, *p* = 0.013, *df* = 14, Dex 7d *vs.* Control 7d, *n* = 9, 7; H: 204.97 ± 33.50 µm *vs* 367.90 ± 44.82 µm, *p* < 0.001, *df* = 14, Dex 7d *vs.* Control 7d, *n* = 9, 7). After 14 days of Dex treatment, the height of the growth plate and H zone in the Dex group was significantly lower than those in the control group (Figs. 1D, 1F; growth plate: 497.89 ± 63.60 µm *vs* 672.38 ± 64.56 µm, *p* < 0.001, *df* = 13, Dex 14d *vs.* Control 14d, *n* = 10, 5; H: 186.81 ± 18.05 µm *vs* 356.02 ± 45.46 µm, *p* < 0.001, *df* = 5, Dex 14d *vs.* Control 14d, *n* = 10, 5), but there was no difference in R+P zone height (Fig. 1F; R+P: 323.20 ± 56.12 µm *vs* 317.96 ± 57.33 µm, *p* = 0.87, *df* = 13, Dex 14d *vs.* Control 14d, *n* = 10, 5).

### Chondrocyte apoptosis increased and proliferation decreased upon Dex treatment

We used the TUNEL assay to determine chondrocyte apoptosis rates in the hypertrophic area of the growth plate. The apoptosis rate of the Dex group was significantly higher than that of the control group (Fig. 2A, Fig. S1; Dex 7d *vs.* Control 7d: 4.13 ± 0.61% *vs.* 1.93 ± 0.69%, *p* = 0.003, *df* = 6, *n* = 4; Dex 14d *vs.* Control 14d: 9.63 ± 2.05% *vs.* 4.24 ± 0.37%, *p* = 0.003, *df* = 5, *n* = 4, 3). Results of immunohistochemistry to determine proliferating cell nuclear antigen (PCNA) expression in the P zone indicate that PCNA positivity chondrocytes, which reflect active cell division, were reduced in Dex-treated rats (Fig. 2B, Fig. S1; Dex 7d *vs.* Control 7d: 39.83 ± 0.94% *vs.* 48.60 ± 0.14%, *p* < 0.001, *df* = 4, *n* = 3; Dex 14d *vs.* Control 14d: 43.24 ± 1.02% *vs.* 55.48 ± 4.08%, *p* = 0.007, *df* = 4, *n* = 3).

**Figure 2:**
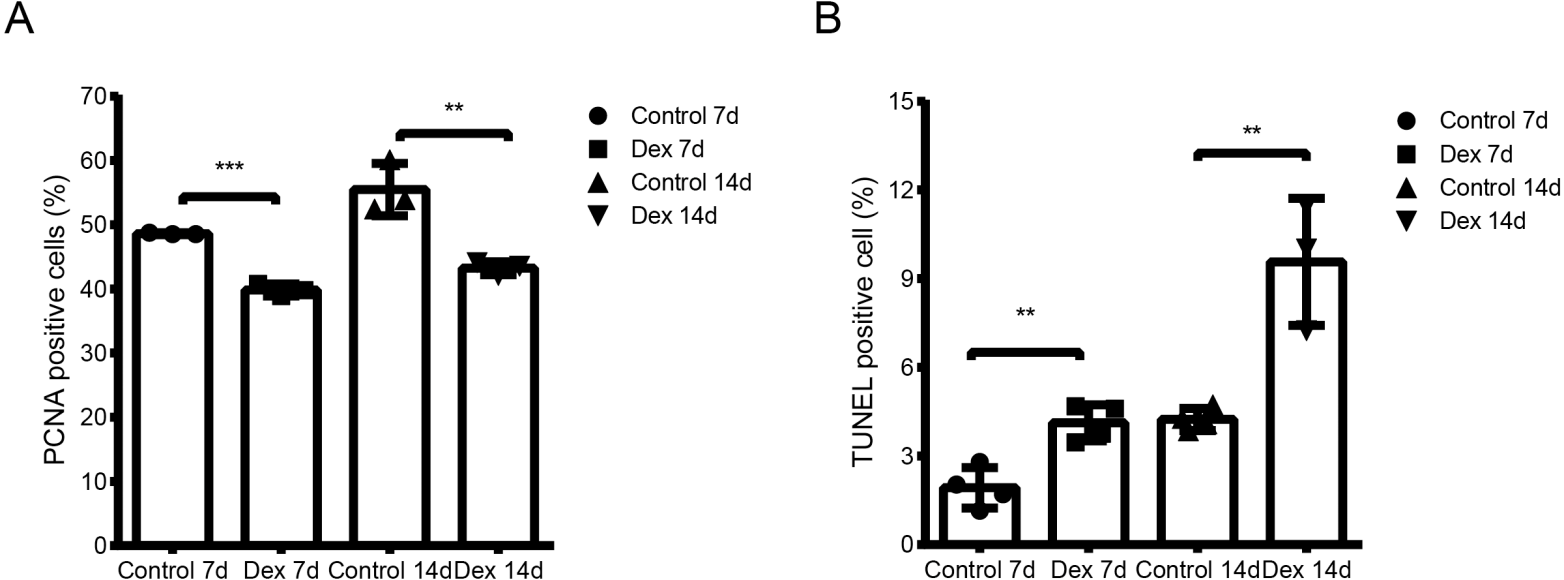
Dex effects on proliferation and apoptosis in growth plates in the GIGR rat model. (A) Quantitative TUNEL analysis in the H zone of the growth plate (n = 3–4/group). (B) PCNA analysis for cell proliferation in the P zone of the growth plate (n = 3/group). **: *p* < 0.01 ***: *p* < 0.001 compared with the control group.

All the results above indicated that the GIGR rat model had been successfully constructed, providing a firm foundation for the sample preparation of high-throughput sequencing.

### Transcriptome analysis of the GIGR model rat growth plates by high-throughput sequencing

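Total RNA from the growth plates of 12 rats was sequenced, with 3 rats in each of 4 groups. The rats received 2 mg/kg/d of the glucocorticoid Dex, or saline in the Control groups, by intraperitoneal injection for 7 or 14 days. The authors prepared strand-specific libraries, aligned the reads to the rat genome Rnor_6.0 with HISAT2, assembled transcripts with StringTie and deposited FPKM, fragments scaled to the length of the transcript and the size of the library. They also deposited a table named raw counts. For lncRNAs its values equal the FPKM times the span of the transcript on the chromosome, introns included, times 1 constant per library. This held for 100% of the 1213 lncRNAs and for 53.0% of the 12825 mRNAs compared, so the FPKM were tested and these values were not. The constants were 51.1 to 65.2 M per library. This is above the 42.7 to 53.8 M read pairs computed here from the gigabases of the paper's Table S3 and its read length. FPKM times transcript length times the constant gave estimated fragments, which served to filter, to scale and to set limits. On mRNAs these had a median of 40.3 M (40.2 to 50.2) in the Control 7d group, 43.8 M (41.9 to 48.8) in the Dex 7d group, 42.8 M (38.8 to 46.5) in the Control 14d group and 43.6 M (42.4 to 46.2) in the Dex 14d group. On lncRNAs the medians were 0.660, 0.670, 0.718 and 0.621 M in the same order, with a range of 0.529 to 0.778 M over the 12 libraries. Where every library of a group held at most 3 estimated fragments of an RNA, a fold against that group is a lower bound, and such limits cover counting error only. The FPKM were rescaled by TMM factors, taken as log2 with a pseudocount of 0.1 and compared by limma with a variance trend, with all 4 groups in 1 fit. The filter of edgeR on low values left 15900 of 22462 mRNAs and 5561 of 11898 lncRNAs. The deposited tables list mRNAs by identifier, and the names used come from Tables S5 and S8, which name 222 of the mRNAs and 134 of the lncRNAs. For circRNAs, found by the authors with find_circ and CIRI, the deposited values are counts of reads across the back-splice junction. Their totals had a median of 9714 (8751 to 11436) in the Control 7d group, 11918 (9131 to 15046) in the Dex 7d group, 10718 (7996 to 10853) in the Control 14d group and 11680 (8510 to 13008) in the Dex 14d group. These counts were compared by edgeR's quasi-likelihood test for the 292 of 4651 circRNAs that passed the same filter.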

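Small RNA libraries were sequenced from 3 rats in each of the 4 groups. The authors mapped the reads with Bowtie without mismatches to the rat miRNAs of miRBase and to miRNAs they predicted. They deposited the read count of each miRNA and the reads scaled to library size (RPM), which the paper calls TPM. The counts on listed miRNAs had a median of 8903230 (8508979 to 11002980) in the Control 7d group, 10131188 (8881217 to 10356937) in the Dex 7d group, 7045803 (5807313 to 9836767) in the Control 14d group and 9624962 (4339944 to 9751998) in the Dex 14d group. The counts were normalized for library composition and tested as the circRNA counts were, and 471 of 779 miRNAs passed the filter. Group means of miRNAs are those of the authors' RPM. The column names of the miRNA tables are also titles of total RNA libraries, so each column was matched to a group and not to 1 library. The letters a, b and c follow the numbers 1, 2 and 3 in the column names.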

To understand how GC alters transcriptomic profiles of whole growth plates, we collected tissues from growth plates in the proximal tibia and used high-throughput sequencing technology to analyze mRNAs, lncRNAs, circRNAs, and miRNAs expression patterns among different groups (three biological replicates per condition). Sequencing quality control data are presented in Table S3. 

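Table S3 of the paper reports 12.8 to 16.1 gigabases per total RNA library. Read pairs were computed here from these gigabases and the read length. They had a median of 47.9 M in the Control 7d group and 49.8 M in the Dex 7d group. The median was 47.1 M in the Control 14d group and 48.4 M in the Dex 14d group. In the deposited tables, 16777 to 17046 mRNAs and 6693 to 7165 lncRNAs per library had an FPKM above 0. Between 1200 and 1778 circRNAs and between 557 and 626 miRNAs had at least 1 count. The most abundant miRNA took 19.3% to 50.2% of the counts of a small RNA library. No library repeated the values of another (0 pairs in each of the 4 RNA classes).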

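The deposited FPKM tables list 22462 mRNAs, of which 217 were assembled by the authors and 22245 carry an Ensembl identifier. Of 11898 lncRNAs, 7869 were assembled by the authors. The table of 779 miRNAs holds 636 of miRBase and 143 that the authors predicted. The 4651 circRNAs were sparse, since 69.0% of their values were 0 and 1991 circRNAs had at most 3 counts in every library. The gene table of raw counts has 39237 entries, and the 16775 without an FPKM, which hold 6.61% of its total, were not used here.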

A total of 22,462 mRNAs, 11,898 lncRNAs, 4,651 circRNAs, and 779 miRNAs were successfully mapped and identified.

Based on the established screening criteria, 1,718 (1701 known mRNAs and 17 novel mRNAs) differentially expressed mRNAs (dif-mRNAs) were identified in the Dex 7d group (Dex 7d group *vs.* Control 7d group), of which 765 were up-regulated, and 953 were down-regulated. 

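Between the Dex 7d and Control 7d groups, 987 mRNAs were higher and 966 lower at an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment. Of these, 15 had been assembled by the authors. At the criteria of the study, a fold change over 1.2 and an unadjusted p under 0.05, 2226 were higher and 1859 lower, of which 33 had been assembled by the authors. With the FPKM as deposited, without scaling factors, the split was 1872 higher and 2090 lower at these criteria and 672 higher and 934 lower at an adjusted p. Without the fold change, an unadjusted p under 0.05 was reached by 4494 mRNAs, against 795 by chance. The 3 Dex libraries lay apart from the 3 Control libraries for 31.2% of the mRNAs, against 10% by chance. Over the alternatives, the adjusted count ran from 715 with only the 6 libraries of the time point to 3186 with the Wald test of DESeq2 on the raw count table. Without Control 7d replicate 3 the count was 682. Among the mRNAs with a name, Spib (ENSRNOG00000019660, chromosome 1, 100531457 to 100537377) fell. It had 0.390 ± 0.311 FPKM (SD, n = 3) in the Dex 7d group and 61.3 ± 24.8 (SD, n = 3) in the Control 7d group, a log2 fold change of -7.14 (standard error 0.49, adjusted p = 1.32e-05 from limma with Benjamini-Hochberg adjustment). With each library left out in turn, the change stayed between -7.61 and -6.49. Sit1 (ENSRNOG00000021546, chromosome 5, 58985829 to 58987760) was listed at 0 in every Dex 7d library and at 6.89 ± 1.85 FPKM (SD, n = 3) in the Control 7d group, at least 189.8-fold lower. Its fitted log2 fold change, which depends on the pseudocount, was -6.06. Arl5c, Camkv and Mzb1 had log2 fold changes of -4.48, -4.06 and -3.78. Whether these falls reflect fewer cells of some type in the tissue or a change within cells was not tested. Cytl1 (ENSRNOG00000028108, chromosome 14, 77805130 to 77810147) rose, with 78.0 ± 5.32 FPKM (SD, n = 3) in the Dex 7d group and 5.78 ± 2.36 (SD, n = 3) in the Control 7d group, a log2 fold change of 3.85 (standard error 0.33, adjusted p = 8.45e-05 from limma with Benjamini-Hochberg adjustment). Dbp, Atf3, Stmn4 and Tppp3 followed with log2 fold changes of 1.89, 1.59, 1.52 and 1.32. Atf3 was no longer past the limit without Dex 7d replicate 1 (adjusted p = 0.0502 from limma with Benjamini-Hochberg adjustment). Among the mRNAs without a name, ENSRNOG00000025990 was listed at 0 in every Dex 7d library, at least 444-fold below the 38.6 ± 10.3 FPKM (SD, n = 3) of the Control 7d group, and ENSRNOG00000004630 had a log2 fold change of -7.48. ENSRNOG00000038132 rose by a log2 fold change of 3.97. ENSRNOG00000003054 rose by 3.87, but its call held in only 2 of 10 alternatives, the replicate block not among them, and in 2 of 12 fits that left out 1 library.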

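At 14 days, 261 mRNAs were higher and 575 lower in the Dex 14d group than in the Control 14d group at an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment, 12 of them assembled by the authors. At a fold change over 1.2 and an unadjusted p under 0.05, 1253 were higher and 1620 lower. With the FPKM as deposited, without scaling factors, the latter split was 889 higher and 1966 lower. An unadjusted p under 0.05 was found for 3138 mRNAs, and the libraries of the 2 groups lay apart for 25.2% of all mRNAs tested, where chance gives 10%. The adjusted count ranged from 392 without Control 14d replicate 1 to 2009 without Control 14d replicate 3. Spib had 0.321 ± 0.0727 FPKM (SD, n = 3) in the Dex 14d group and 66.0 ± 19.1 (SD, n = 3) in the Control 14d group, a log2 fold change of -7.22 (standard error 0.49, adjusted p = 1.27e-05 from limma with Benjamini-Hochberg adjustment). Sit1, Arl5c and Camkv fell again, with log2 fold changes of -5.09, -3.78 and -3.60. RT1-Db2 (ENSRNOG00000030431, chromosome 20, 4106189 to 4124780) belongs to the MHC genes, a family of paralogs among which reads could have been shared. Its log2 fold change was -3.12 (standard error 0.46, adjusted p = 0.00304 from limma with Benjamini-Hochberg adjustment), and its call held in 8 of 10 alternatives. Cytl1 rose with a log2 fold change of 4.01 (standard error 0.33, adjusted p = 6.30e-05 from limma with Benjamini-Hochberg adjustment). Fxyd3, Ibsp, C1qb and Ctsk rose with log2 fold changes of 1.42, 1.29, 1.26 and 1.22. The call of Fxyd3 held in 8 of 12 fits that left out 1 library and reached an adjusted p of 0.0963 without Dex 14d replicate 3 (limma, Benjamini-Hochberg adjustment). Without a name, ENSRNOG00000024729 had a log2 fold change of -7.05, and ENSRNOG00000010478 rose by 4.44. ENSRNOG00000060849 was listed at 0 in every Control 14d library and at 5.46 ± 0.788 FPKM (SD, n = 3) in the Dex 14d group, at least 147-fold higher. Its call held in 7 of 12 fits that left out 1 library, with an adjusted p of 0.0941 without Control 14d replicate 1 (limma, Benjamini-Hochberg adjustment).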

In the Dex 14d group (Dex 14d group *vs.* Control 14d group), 1,515 (1497 known mRNAs and 22 novel mRNAs) dif-mRNAs were identified: 601 were up-regulated and 914 were down-regulated. 

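Called at both times in the same direction at an adjusted p under 0.05 were 528 mRNAs, 154 higher and 374 lower with Dex. If the calls at the 2 times were independent, 51.1 would be shared, and none (0) was called in opposite directions. By the criteria of the study, 1502 mRNAs were shared, 652 higher and 850 lower, against 365 if independent, and 39 were called in opposite directions. With the FPKM as deposited the shared split was 456 higher and 969 lower. The 2 times have separate control libraries. Of the mRNAs called at 7 days, 91.6% changed in the same direction at 14 days. The log2 fold changes at the 2 times had a Pearson r of 0.614 across mRNAs, which are not independent replicates. A test of the difference between the 2 effects of Dex gave 3 mRNAs at an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment, and 1547 at an unadjusted p under 0.05, against 795 by chance.

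**Figure D1:**
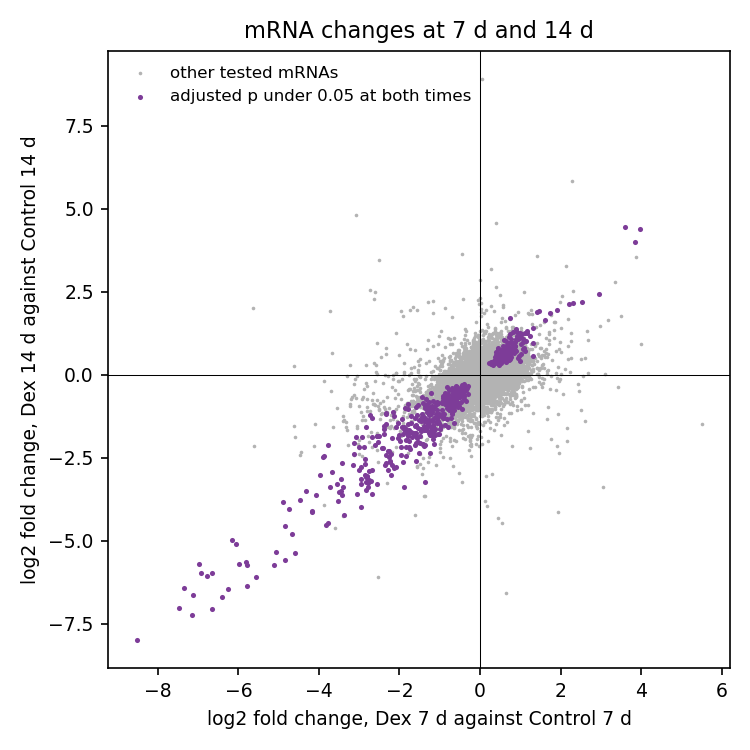
Log2 fold change of each of the 15900 mRNAs tested, Dex against Control, at 7 days (horizontal axis) and at 14 days (vertical axis). Purple points are the mRNAs with an adjusted p under 0.05 at both times, 528 of which changed in the same direction. Fold changes of mRNAs near 0 FPKM depend on the pseudocount of 0.1.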

Six hundred and eighty-six dif-mRNAs were present in common in the Dex 7d group and the Dex 14d group (Fig. 3A, Table S4). 

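For lncRNAs, limma with Benjamini-Hochberg adjustment called 9 higher and 91 lower in the Dex 7d group at an adjusted p under 0.05, 83 of them assembled by the authors. The criteria of the study gave 276 higher and 408 lower. An unadjusted p under 0.05 was reached by 684, against 278 by chance, and the libraries lay apart for 17.0% of lncRNAs (10% by chance). The adjusted count was 33 with at least 10 estimated fragments in every library and 344 with the Wald test of DESeq2 on the raw count table, the ends of its range over the alternatives. Without 1 library the count was 54 to 124. Of the lncRNAs called lower, 32 of 91 were listed at 0 in every Dex 7d library, so their fitted fold changes depend on the pseudocount. LINC2399 (TCONS_00126277, chromosome 20, 50076823 to 50082809) was one of these. It had 2.62 ± 0.798 FPKM (SD, n = 3) in the Control 7d group and was at least 278-fold lower with Dex (adjusted p = 1.25e-05 from limma with Benjamini-Hochberg adjustment). AC134759.1-201 was also listed at 0 with Dex, at least 22.1-fold below the 1.52 ± 0.0429 FPKM (SD, n = 3) of the Control 7d group. Among lncRNAs without a name, ENSRNOT00000085086 and ENSRNOT00000080510 had log2 fold changes of -4.57 and -3.96. TCONS_00153943 and TCONS_00216858 rose, with log2 fold changes of 2.51 and 2.02. The call of ENSRNOT00000085086 held in 8 of 11 alternatives.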

In the Dex 7d group, 896 (138 known lncRNAs and 758 novel lncRNAs) differentially expressed lncRNAs (dif-lncRNAs) were identified, of which 341 were up-regulated and 555 were down-regulated. 

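In the Dex 14d group, limma with Benjamini-Hochberg adjustment called 12 lncRNAs higher and 90 lower at an adjusted p under 0.05, 91 of them assembled by the authors. The criteria of the study were met by 251 higher and 391 lower. This split was 140 higher and 477 lower with the FPKM as deposited, and 162 higher and 449 lower with the scaling factors of the mRNAs. An unadjusted p under 0.05 was reached by 642, and the libraries lay apart for 16.4% of lncRNAs (10% by chance). Leaving out 1 library gave an adjusted count between 53 and 134. Of the lower calls, 43 of 90 were listed at 0 in every Dex 14d library, and of the higher calls, 5 of 12 were listed at 0 in every Control 14d library. LINC2399 fell at least 187-fold and AC134759.1-201 at least 23.7-fold. LINC2461 (TCONS_00130722, chromosome 3, 16979646 to 16981454) was listed at 0 with Dex and at 1.23 ± 0.964 FPKM (SD, n = 3) in the Control 14d group, at least 29.7-fold lower (adjusted p = 0.0336 from limma with Benjamini-Hochberg adjustment). Its call held in 7 of 11 alternatives and in 5 of 12 fits without 1 library. LINC2020 (TCONS_00107898, chromosome 2, 58119641 to 58137550) was listed at 0 in every Control 14d library and at 1.23 ± 0.471 FPKM (SD, n = 3) in the Dex 14d group, at least 31.3-fold higher (adjusted p = 1.91e-04 from limma with Benjamini-Hochberg adjustment). Dgkg-AS1, whose name marks it as antisense to Dgkg, was listed at 0 in the Control 14d group and rose to 0.186 ± 0.0665 FPKM (SD, n = 3), at least 19.5-fold. Its call held in 6 of 11 alternatives, and in 3 of 12 fits without 1 library. Without a name, TCONS_00049267 and TCONS_00223142 were listed at 0 in the Dex 14d group, at least 55.1-fold and 7.80-fold lower. TCONS_00000189 was listed at 0 in the Control 14d group and rose at least 9.02-fold. ENSRNOT00000091188 had a log2 fold change of 3.49, and its call held in 6 of 11 alternatives and in 3 of 12 fits without 1 library.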

In the Dex 14d group, 880 (140 known lncRNAs and 740 novel lncRNAs) dif-lncRNAs were discovered, of which 318 were up-regulated and 562 were down-regulated. 

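At an adjusted p under 0.05, 52 lncRNAs were lower with Dex at both times and none (0) was higher at both, where 1.49 would be shared by independent calls. The criteria of the study gave 246 shared lncRNAs, 51 higher and 195 lower, against 41.1 by independent calls, and 11 in opposite directions. With the FPKM as deposited the shared split was 21 higher and 197 lower. The log2 fold changes at the 2 times had a Pearson r of 0.355 across lncRNAs, and 91% of the lncRNAs called at 7 days changed in the same direction at 14 days. The difference between the 2 times passed an adjusted p of 0.05 (limma, Benjamini-Hochberg adjustment) for 3 lncRNAs, with 282 at an unadjusted p under 0.05, against 278 by chance.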

Two hundred and sixty-three dif-lncRNAs were found in common in the Dex 7d group and the Dex 14d group (Fig. 3B, Table S4). Sixty differentially expressed circRNAs (dif-circRNAs) were detected in the Dex 7d group. Of these, 36 were up-regulated and 24 were down-regulated. 

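No circRNA reached an adjusted p under 0.05 at 7 days by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (0 of 292), and the smallest adjusted p was 0.639. An unadjusted p under 0.05 with a fold change over 1.2 was found for 18 circRNAs, 8 higher and 10 lower, against 14.6 by chance. Scaled by the library sizes and factors of the mRNAs, the split was 13 higher and 2 lower. The Dex and Control libraries lay apart for 11.6% of the circRNAs tested, where chance gives 10%. Without a filter, with all circRNAs tested, 96 circRNAs met the criteria of the study and 3 had an adjusted p under 0.05.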

Forty-six dif-circRNAs were found in the Dex 14d group. Of these, 20 were up-regulated and 26 were down-regulated. 

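At 14 days the quasi-likelihood test of edgeR again gave 0 circRNAs at an adjusted p under 0.05, with a smallest adjusted p of 0.178 after Benjamini-Hochberg adjustment. The criteria of the study were met by 17 circRNAs, 4 higher and 13 lower. With the library sizes and factors of the mRNAs, the split was 9 higher and 5 lower. The libraries of the 2 groups lay apart for 10.6% of the circRNAs (10% by chance). When the filter was left out, 98 circRNAs met these criteria and 3 had an adjusted p under 0.05.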

Seven dif-circRNAs were shared by the Dex 7d group and the Dex 14d group (Fig. 3C, Table S4). 

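At the criteria of the study, 2 circRNAs were called at both times in the same direction, both lower with Dex, against 0.555 by independent calls, and 1 in opposite directions. Without a filter, 8 were shared. The log2 fold changes at the 2 times had a Pearson r of 0.285 across circRNAs. The difference between the times reached an adjusted p under 0.05 (edgeR, Benjamini-Hochberg adjustment) for 0 circRNAs, and an unadjusted p under 0.05 for 7.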

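At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 8 miRNAs were lower and none (0) higher in the Dex 7d group. The criteria of the study gave 23 higher and 47 lower, or 5 higher and 49 lower with library sizes as the only normalization. An unadjusted p under 0.05 was reached by 70, against 23.6 by chance, and the libraries lay apart for 22.3% of miRNAs (10% by chance). The alternatives gave an adjusted count of 3 (library sizes only, or limma on log2(RPM + 1)) to 20 (DESeq2), and the fits without 1 library gave 3 to 17. MiR-363-3p had 13.9 ± 8.23 RPM (SD, n = 3) in the Dex 7d group and 125 ± 65.9 (SD, n = 3) in the Control 7d group, a log2 fold change of -2.99 (standard error 0.40, adjusted p = 0.00146 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MiR-20b-5p had 1.81 ± 0.681 RPM (SD, n = 3) in the Dex 7d group and 15.5 ± 8.78 (SD, n = 3) in the Control 7d group, a log2 fold change of -2.83. MiR-142-3p had 26.4 ± 15.0 RPM (SD, n = 3) in the Dex 7d group and 127 ± 51.6 (SD, n = 3) in the Control 7d group, a log2 fold change of -2.09 (standard error 0.46, adjusted p = 0.0369 from edgeR with Benjamini-Hochberg adjustment). Its call held in 8 of 10 alternatives and in 7 of 12 fits without 1 library, with an adjusted p of 0.257 from edgeR without Dex 7d library c. MiR-20b-5p differs in few bases from other miRNAs of its family, among which short reads could have been shared.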

Seventy-two (68 known miRNAs and 4 novel miRNAs) differentially expressed miRNAs (dif-miRNAs) were recognized in the Dex 7d group, of which 24 were up-regulated and 48 were down-regulated. 

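In the Dex 14d group, 1 miRNA was higher and 1 lower at an adjusted p under 0.05 (edgeR, Benjamini-Hochberg adjustment). By the criteria of the study 32 were higher and 20 lower, against 24 higher and 23 lower with DESeq2's size factors and 19 higher and 18 lower with library sizes only. There were 52 miRNAs with an unadjusted p under 0.05, and the libraries lay apart for 15.9% (10% by chance). The miRNA called lower was miR-363-3p, with 51.0 ± 24.9 RPM (SD, n = 3) in the Dex 14d group and 192 ± 30.8 (SD, n = 3) in the Control 14d group, a log2 fold change of -1.90 (standard error 0.38, adjusted p = 0.0495 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The miRNA called higher was miR-483-3p. Their calls held in 5 of 10 alternatives for miR-363-3p and 5 of 10 alternatives for miR-483-3p. With 1 library left out, they held in 3 of 12 fits for miR-363-3p and 2 of 12 fits for miR-483-3p. Without Dex 14d library c both had an adjusted p of 0.197 (edgeR, Benjamini-Hochberg adjustment).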

Fifty-five (53 known miRNAs and 2 novel miRNAs) dif-miRNAs were identified in the Dex 14d group, of which 32 were up-regulated and 23 were down-regulated. Twenty-one dif-miRNAs were shared by the Dex 7d and the Dex 14d groups (Fig. 3D, Table S4).

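Only 1 miRNA, miR-363-3p, was called at both times at an adjusted p under 0.05. By the criteria of the study, 22 miRNAs were shared, 7 higher and 15 lower, against 3.56 by independent calls, and 1 in opposite directions. The shared split was 5 higher and 18 lower with DESeq2's size factors, and 1 higher and 13 lower with library sizes only. The log2 fold changes at the 2 times had a Pearson r of 0.347 across miRNAs, and the 8 miRNAs called at 7 days had the same direction at 14 days (100%). The difference between the times passed an adjusted p of 0.05 (edgeR, Benjamini-Hochberg adjustment) for 0 miRNAs, and an unadjusted p of 0.05 for 27.

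**Figure D2:**
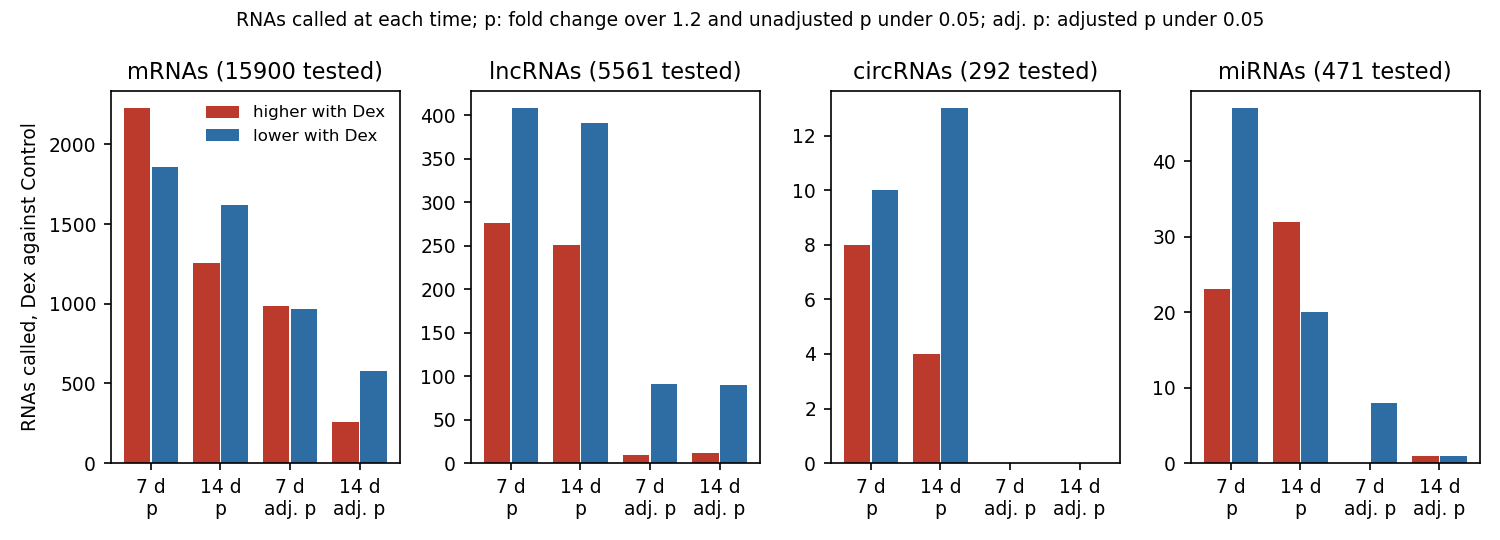
Number of mRNAs, lncRNAs, circRNAs and miRNAs called higher or lower with Dex at 7 and 14 days (bars), at the criteria of the study (fold change over 1.2, unadjusted p under 0.05) and at an adjusted p under 0.05. The bars of mRNAs at an adjusted p reach 987 higher and 966 lower at 7 days and 261 higher and 575 lower at 14 days. The split into higher and lower depends on the scaling of the libraries.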

**Figure 3:**
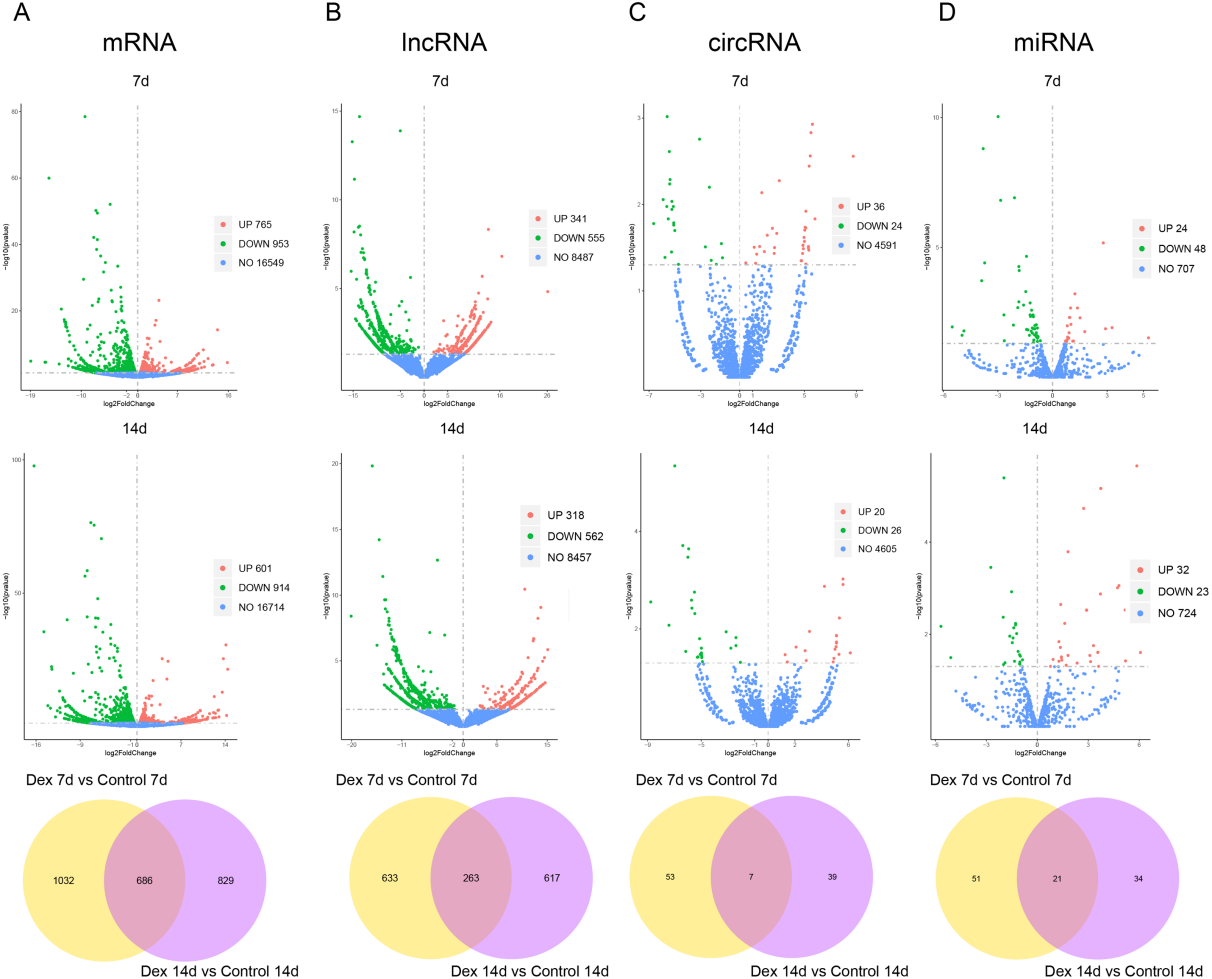
Dif-RNAs in growth plates of GIGR model rats. Volcano plots and Venn diagrams of dif-mRNAs (A), dif-lncRNAs (B), dif-circRNAs (C) and dif-miRNAs (D) of Dex group *vs.* control group. Red dots indicate up-regulated dif-RNAs and green dots indicate down-regulated dif-RNAs. Blue points refer to non-differentially expressed RNAs.

We subsequently assessed expression levels of known growth plate zonal marker genes (Lui et al., 2010) in GIGR rat growth plate (dif-mRNAs shared by the Dex 7d and the Dex 14d groups). 3 out of 32 (9.38%) R zone marker genes were upregulated in Dex group compared to Control group (Table S5). 

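Grem1 (ENSRNOG00000026053, chromosome 3, 105203309 to 105214989) had 15.2 ± 0.989 FPKM (SD, n = 3) in the Dex 7d group and 7.33 ± 1.13 (SD, n = 3) in the Control 7d group, a log2 fold change of 1.09 (standard error 0.12, adjusted p = 4.12e-04 from limma with Benjamini-Hochberg adjustment). At 14 days it had 10.4 ± 0.452 FPKM (SD, n = 3) in the Dex 14d group and 6.19 ± 0.320 (SD, n = 3) in the Control 14d group, a log2 fold change of 0.79 (standard error 0.12, adjusted p = 0.00315 from limma with Benjamini-Hochberg adjustment). Vit (ENSRNOG00000004706, chromosome 6, 1147012 to 1208392) rose with log2 fold changes of 0.95 and 0.50 at the 2 times (adjusted p = 1.02e-04 and 0.00579 from limma with Benjamini-Hochberg adjustment). Srpx2 (ENSRNOG00000003715, chromosome X, 104734082 to 104760547) had 39.8 ± 4.08 FPKM (SD, n = 3) in the Dex 7d group and 21.6 ± 5.42 (SD, n = 3) in the Control 7d group, a log2 fold change of 0.94 (standard error 0.17, adjusted p = 0.00694 from limma with Benjamini-Hochberg adjustment). At 14 days its log2 fold change of 0.50 did not pass (adjusted p = 0.120 from limma with Benjamini-Hochberg adjustment), and 3 of 11 alternatives called it. With 1 library left out, the 14-day call was made in 1 of 12 fits. At each time, all 3 genes met the criteria of the study. The study chose them on these samples, so their direction is not independent evidence.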

None of the six P zone marker genes were differentially expressed. 14 out of 117 (11.97%) H zone marker genes were significantly different expression in Dex group compared to Control group (Table S5).

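Of the 14 genes of Table S5 listed for the H zone, 13 were tested and Stfa3 was not. The FPKM of Stfa3 were 0 in every Dex library and at most 0.308 elsewhere, below the filter. All 13 changed in the direction of Table S5 at both times, 9 higher and 4 lower, and met the criteria of the study. At an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment over all mRNAs tested, 11 passed at 7 days and 10 at 14 days. Adjusted over the list alone, 13 and 13 passed, which is not independent evidence because the study chose the list on these samples. Ctsk (ENSRNOG00000021155, chromosome 2, 196655469 to 196666446), which encodes cathepsin K, had 1047 ± 179 FPKM (SD, n = 3) in the Dex 7d group and 628 ± 31.9 (SD, n = 3) in the Control 7d group, a log2 fold change of 0.76. At 14 days it had 836 ± 87.7 FPKM (SD, n = 3) in the Dex 14d group and 374 ± 26.3 (SD, n = 3) in the Control 14d group, a log2 fold change of 1.22 (standard error 0.16, adjusted p = 0.00130 from limma with Benjamini-Hochberg adjustment). Ibsp (ENSRNOG00000002158, chromosome 14, 6801204 to 6813945) had 546 ± 115 FPKM (SD, n = 3) in the Dex 7d group and 295 ± 44.7 (SD, n = 3) in the Control 7d group. Its adjusted p of 0.0358 became 0.0505 with the replicate number as a block (limma, Benjamini-Hochberg adjustment; 0.00212 to 0.0709 over the alternatives). Mmp13 (ENSRNOG00000008478, chromosome 8, 5522739 to 5533018) had 509 ± 40.3 FPKM (SD, n = 3) in the Dex 7d group and 348 ± 49.1 (SD, n = 3) in the Control 7d group, which did not pass, and 496 ± 33.4 FPKM (SD, n = 3) in the Dex 14d group and 282 ± 79.7 (SD, n = 3) in the Control 14d group, which did (adjusted p = 0.0633 and 0.0184 from limma with Benjamini-Hochberg adjustment). Acp5 passed at neither time, and Slco2b1 and Nebl passed at 7 days only. The difference between the times was not past an adjusted p of 0.05 for any of the 13 genes. Ptp4a3, Cbfa2t3, Mt3 and Stim1 were lower with Dex, with log2 fold changes of -1.02, -1.31, -1.44 and -0.63 at 7 days and -1.79, -0.88, -1.19 and -0.60 at 14 days. Of the 16 genes of both zones tested, 14 passed at 7 days and 12 at 14 days. The counts were 6 without Control 7d replicate 3 and 6 without Dex 14d replicate 2. 

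**Figure D3:**
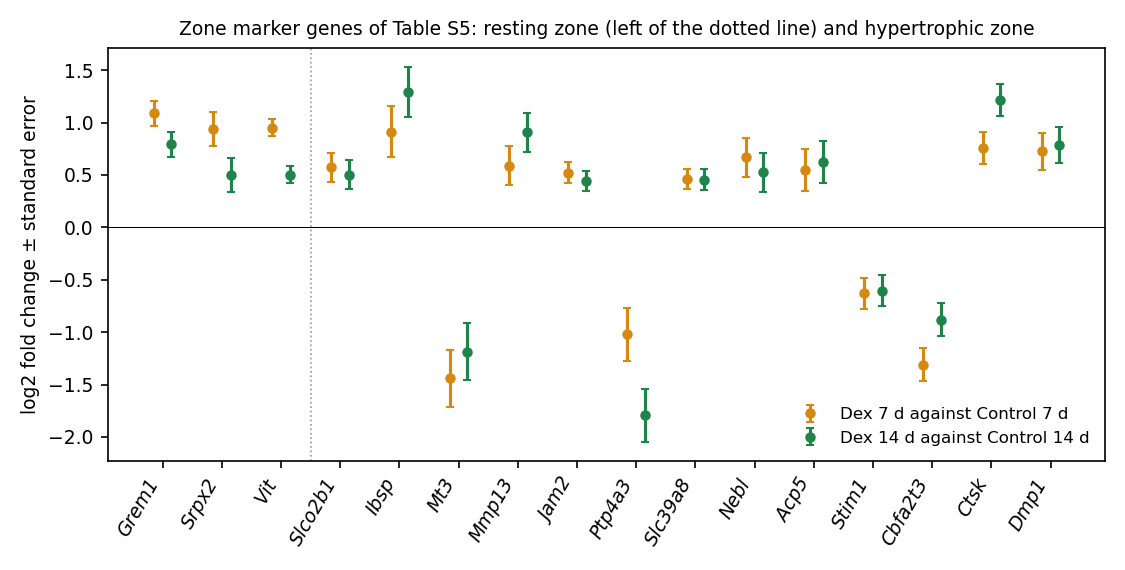
Log2 fold change of the 3 R zone and 13 H zone genes tested, Dex against Control, at 7 and 14 days, with standard errors from limma. The 3 R zone genes lie above 0 at both times, and 4 of the H zone genes lie below 0.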

### Verification of differentially expressed mRNA in the GIGR model rats

To verify the accuracy of high-throughput sequencing, we performed real-time quantitative fluorescence PCR (RT-qPCR) on four differentially expressed genes (two up-regulated and two down-regulated), which were identified as transcription factors that could broadly regulate gene expression, including Foxp1, Foxo3, Yap1 and Lef1. As shown in Fig. 4, Yap1 was confirmed to be up-regulated in seven and 14d Dex-treated growth plates, while Foxp1 and Lef1 were down-regulated. Foxo3 was up-regulated in the Dex 14d group compared with the Control 14d group. The RT-qPCR results were generally consistent with high-throughput sequencing results.

**Figure 4:**
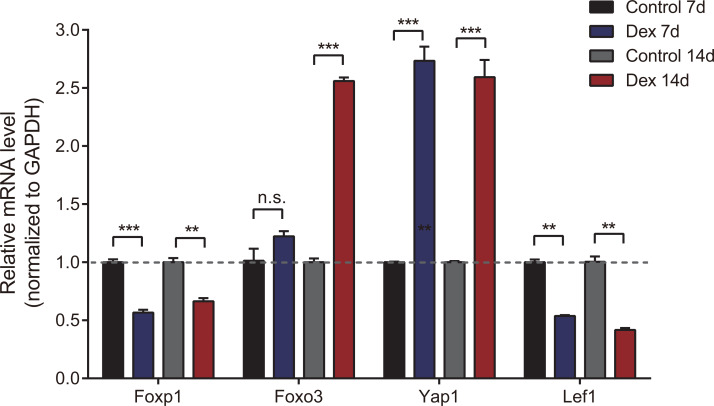
Validation of 4 dif-mRNAs by RT-qPCR. RT-qPCR was carried out to assess relative dif-mRNA expression of Foxp1, Foxo3, Yap1, and Lef1. Data are presented as means ± SEM (n = 3/group). **: *p* < 0.01 ***: *p* < 0.001 n.s.: no significance. Compared with the control group. Expression was normalized to GAPDH for mRNAs as internal controls.

### Function enrichment analyses of identified dif-mRNAs

To explore the function of the differentially expressed mRNAs, we identified enriched KEGG pathways and GO terms in different groups (Tables S5–S6, respectively). The results indicated that the genes up-regulated in the Dex-treated growth plates (both seven and 14 days) were associated with the PI3K-Akt signaling pathway, and Hippo signaling pathway (Fig. 5A, Table S6). On the other hand, down-regulated genes in the Dex-treated growth plates (both seven and 14 days) mainly consisted of the pathways, such as the MAPK signaling pathway, NF-kappa B signaling pathway, and Calcium signaling pathway (Fig. 5B, Table S6).

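Table S6 lists the genes behind each pathway, and the copy used here ends long lists early, so a list shorter than 80% of its number was not counted. For the Hippo signaling pathway at 7 days, 13 of 14 listed genes were tested, all 13 were higher with Dex and met the criteria of the study, and 9 had an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment). At 14 days, 8 of 10 were tested and all 8 were higher, 6 at the criteria of the study and 1 at an adjusted p under 0.05. For the PI3K-Akt signaling pathway at 14 days, 21 of the 24 up-regulated genes could be read. All 21 were higher, 19 at the criteria of the study and 8 at an adjusted p under 0.05. Adjusted over the list alone, 13, 6 and 19 genes passed. The study chose these genes on the same samples, so the counts are not independent evidence. The PI3K-Akt list at 7 days was readable for 67.7% of its genes and was left out.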

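All 13 down-regulated genes listed for the NF-kappa B signaling pathway at 7 days were lower with Dex, and 12 had an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment). At 14 days all 14 were lower, and 11 passed. For the MAPK signaling pathway at 7 days, 21 of 23 genes could be read and 19 were tested. All 19 were lower at the criteria of the study, and 14 had an adjusted p under 0.05. Its list at 14 days was readable for 77.8% of the genes and was left out. For the Calcium signaling pathway, 13 of 16 genes were tested at 7 days and 16 of 19 at 14 days. All were lower, 10 and 10 of them at an adjusted p under 0.05. Table S6 also lists genes of this pathway as up-regulated at 14 days, of which 10 of 13 were tested, and all 10 were higher, 5 at an adjusted p under 0.05. It lists the PI3K-Akt signaling pathway for down-regulated genes at 14 days, of which 18 were tested, and all 18 were lower, 11 at an adjusted p under 0.05. Over the distinct genes of the lists counted for the 5 pathways, 41 passed at 7 days, between 33 and 45 with 1 library left out, and 41 at 14 days, between 21 (without Control 14d replicate 1) and 58.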

**Figure 5:**
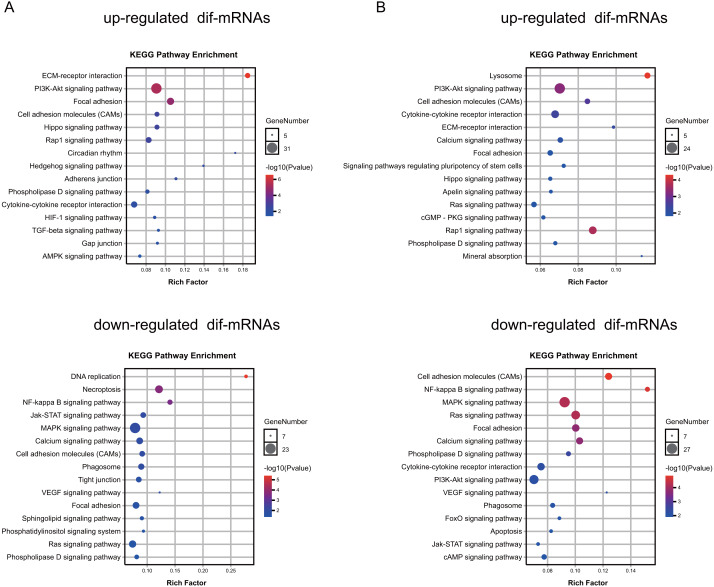
KEGG pathway analysis of dif-mRNAs. (A) Pathways enriched by up-regulated or down-regulated dif-mRNAs in the 7 d group. Dex 7 d group *vs.* Control 7 d group. (B) Pathways enriched by up-regulated or down-regulated dif-mRNAs in the 14 d group. Dex 14 d group *vs.* Control 14 d group.

Moreover, up-regulated genes in Dex group (both seven and 14 days) mainly consisted of the GO terms, such as the extracellular matrix (GO:0031012), angiogenesis (GO:0001525), ossification (GO:0001503), calcium ion binding (GO:0005509), transforming growth factor beta binding (GO:0050431), chondrocyte differentiation (GO:0002062), bone development (GO:0060348), negative regulation of cell proliferation (GO:0008285), response to glucocorticoid (GO:0051384), and negative regulation of extrinsic apoptotic signaling pathway (GO:2001237) (Table S7). 

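Table S7 lists the genes behind each GO term, and the copy used here holds at least 80% of the genes of 6 of the 10 terms named at 7 days and of 9 of 10 at 14 days. This count was added after the data had been seen. The 6 terms name 65 distinct genes. Of the 63 tested at 7 days, all 63 were higher with Dex, 61 at the criteria of the study and 49 at an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment). The 9 terms name 91 genes. Of the 87 tested at 14 days, all 87 were higher, 82 at the criteria of the study and 41 at an adjusted p under 0.05. With 1 library left out, the last counts were 24 to 53 at 7 days and 20 to 58 at 14 days. The genes were chosen by the study on these samples.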

Down-regulated genes in Dex group (both seven and 14 days) mainly consisted of the GO terms, including adaptive immune response (GO: 0002250), cytoplasm (GO:0005737), intracellular signal transduction (GO:0035556), phosphotyrosine binding (GO:0001784), protein autophosphorylation (GO:0046777), regulation of cell shape (GO:0008360), positive regulation of transcription, apoptotic process (GO:0006915), regulation of cell size (GO:0008361), positive regulation of angiogenesis (GO:0045766), and calcium channel regulator activity (GO:0005246) (Table S7), which are closely related to the cellular proliferation, apoptosis, differentiation, the maturation of growth plate, bone metabolism, and immune response.

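Of the 10 terms named with a GO number for down-regulated genes, 7 could be read at each time. At 7 days they name 82 distinct genes, of which 78 were tested, all 78 were lower with Dex, 73 met the criteria of the study and 60 had an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment). At 14 days they name 72 genes, of which 70 were tested, all 70 were lower, 66 met the criteria of the study and 51 had an adjusted p under 0.05. Adjusted over the list alone, 73 and 66 passed, on genes that the study had selected from these libraries. Leaving out 1 library gave 35 to 66 genes at 7 days and 34 to 63 at 14 days.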

Furthermore, we found that some pathways were significantly enriched in both up- and down-regulated genes. To clarify whether these pathways were activated or suppressed after Dex treatment we performed GSEA analysis (—NES—>1.0, FDR<0.25, nominal *p* < 0.05) (Table S1). 

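Of the 324 gene sets in the copy of Table S1 used here, 80 are listed completely, and 56 of these had at least 10 genes and 80% of their genes among the tested mRNAs. Gene set enrichment was computed by fgsea on mRNAs ranked by log2 fold change, with the criteria of the paper (FDR under 0.25, absolute NES over 1, nominal p under 0.05). At 7 days, 8 sets were higher and 2 lower with Dex. Circadian rhythm had an NES of 1.63 over 28 genes (Benjamini-Hochberg adjusted over the 56 sets to q = 0.103 by permutation in fgsea). Hedgehog signaling pathway had an NES of 1.45 over 46 genes (q = 0.222 by permutation). The adjusted value of Circadian rhythm ranged from 0.0635 to 0.397 with 1 library left out, and that of Hedgehog signaling pathway from 0.0987 to 0.604. Both were highest without Control 7d replicate 3. The number of sets past the criteria was 25 under fry, 18 under camera with a preset correlation and 0 under camera with an estimated correlation, so none (0) of camera's calls held under an estimated correlation. The sets for TGF-beta signaling, Hippo signaling, mineral absorption and lysosome are listed in part in this copy and were not tested.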

The GSEA analysis showed that the TGF-*β* signaling pathway, Hippo signaling pathway, Circadian rhythm, Hedgehog signaling pathway, mineral absorption, and lysosome were significantly activated after seven days of Dex treatment. With the prolonged Dex treatment (up to 14 days), the ferroptosis, mineral absorption, lysosome, and TGF-*β* signaling pathway were significantly activated (Fig. 6A, Table 1). On the other hand, the NF-kappa B signaling pathway, Calcium signaling pathway, and PI3K-Akt signaling pathway were suppressed after 7 days of Dex treatment. With the prolonged Dex treatment (up to 14 days), the MAPK signaling pathway and Phosphatidylinositol signaling system exhibited additional suppressed (Fig. 6B, Table 1). These pathways were highly related to the chondrocyte development and cartilage homeostasis.

**Figure 6:**
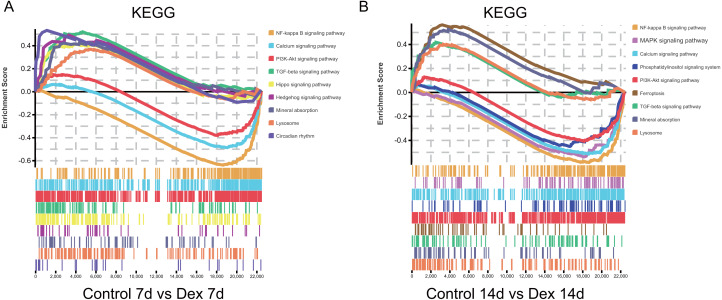
GSEA analysis of mRNA (selected results). (A) Pathways enriched in the 7 d group (selected results). (B) Pathways enriched in the 14 d group (selected results). Only gene sets with NES >1.0, *p* < 0.05 and FDR *q* < 0.25 were considered significant.

**Table 1:** GSEA analysis of mRNA (selected results). Gene sets with NES>1.0, *p* < 0.05 and FDR *q* < 0.25 were considered significant.

1. The detailed information of GSEA in the Dex 7d group (selected results).				
Gene set name	ES	NES	*p*-Value	FDR *q*-value
TGF-beta signaling pathway	0.519	1.819	0.000	0.060
Hippo signaling pathway	0.410	1.547	0.003	0.096
Circadian rhythm	0.531	1.513	0.026	0.103
Hedgehog signaling pathway	0.491	1.509	0.022	0.095
Mineral absorption	0.424	1.378	0.045	0.192
Lysosome	0.367	1.356	0.011	0.206
NF-kappa B signaling pathway	−0.643	−2.363	0.000	0.000
Calcium signaling pathway	−0.491	−1.842	0.000	0.001
PI3K-Akt signaling pathway	−0.383	−1.477	0.000	0.043

### ceRNA Network Construction

Based on the ceRNA hypothesis, lncRNAs/circRNAs could modulate gene expression as miRNA sponges (Thomson & Dinger, 2016). More specifically, circRNAs, lncRNAs, and mRNAs, as ceRNAs, can impair miRNA activity by competitive binding to miRNA response elements (MREs), thereby upregulating miRNA target gene expression. Therefore, the expression level of ceRNA should be negatively correlated with miRNA expression and positively correlated with mRNA expression. We constructed the up-regulated and down-regulated ceRNA networks based on the predicted relationships and the corresponding expression data to obtain more reliable results. 

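For the Dex 7d group, Table S8 lists 169 mRNAs, 80 lncRNAs, 13 circRNAs and 29 miRNAs, and all were found in the deposited tables. Of the mRNAs, 153 were tested, 152 had the direction of Table S8, 144 met the criteria of the study and 117 had an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment). Of the lncRNAs, 53 were tested and all 53 had the direction listed, 40 at the criteria of the study and 22 at an adjusted p under 0.05. In 44 of the 53, the group with less RNA held at most 3 estimated fragments in each library. Of the circRNAs, 2 were tested and both were lower at the criteria of the study, with 0 at an adjusted p under 0.05 (edgeR, Benjamini-Hochberg adjustment). Of the miRNAs, 28 were tested and all 28 had the direction listed, 24 at the criteria of the study and 2 at an adjusted p under 0.05. Adjusted over the list alone, 144 mRNAs, 38 lncRNAs, 2 circRNAs and 22 miRNAs passed. The study chose these RNAs on the same samples, so this is not independent evidence. With 1 library left out, the mRNA count fell as low as 60 and the miRNA count ranged from 1 to 3.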

In total, 291 nodes and 453 edges were finally obtained for the ceRNA network associated with the Dex 7d group, including 25 up-regulated lncRNAs and 55 down-regulated lncRNAs, five up-regulated circRNAs and eight down-regulated circRNAs, 12 up-regulated miRNAs and 17 down-regulated miRNAs, as well as 78 up-regulated mRNAs and 91 down-regulated mRNAs (Fig. S2, Table S8). 

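For the Dex 14d group, Table S8 lists 55 mRNAs, 72 lncRNAs, 8 circRNAs and 18 miRNAs. Of 51 mRNAs tested, all 51 had the direction listed, 50 at the criteria of the study and 30 at an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment). Of 55 lncRNAs tested, all 55 had the direction listed, 42 at the criteria of the study and 26 at an adjusted p under 0.05. In 53 of the 55, the group with less RNA held at most 3 estimated fragments in each library, and 2 of the calls were left when at least 10 estimated fragments in every library were required. Of 2 circRNAs tested, both had the direction listed, 1 at the criteria of the study and 0 at an adjusted p under 0.05 (edgeR, Benjamini-Hochberg adjustment). All 18 miRNAs had the direction listed, 17 at the criteria of the study and 1 at an adjusted p under 0.05. Adjusted over the list alone, 50 mRNAs, 41 lncRNAs, 0 circRNAs and 17 miRNAs passed. Without 1 library, the mRNA count was 15 to 42 and the lncRNA count 13 to 30.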

For the ceRNA network associated with the Dex 14d group, there were 153 nodes and 245 edges, including 16 up-regulated lncRNAs and 56 down-regulated lncRNAs, four up-regulated circRNAs and four down-regulated circRNAs, nine up-regulated miRNAs and nine down-regulated miRNAs, as well as 16 up-regulated mRNAs and 34 down-regulated mRNAs (Fig. S2, Table S8).

To explore the functions of the ceRNA network, dif-mRNAs of the ceRNA network were analyzed by KEGG analysis. The KEGG analysis results indicated that the most significantly enriched pathways of the dif-mRNAs in the Dex 7d group ceRNA network were Metabolic pathways, MAPK signaling pathway, Rap1 signaling pathway, Pathways in cancer, and PI3K-Akt signaling pathway (Table S9). The most significantly enriched pathways of dif-mRNAs in the Dex 14d group ceRNA network were MAPK signaling pathway and Metabolic pathways (Table S9).

To further discover networks essential nodes, the selected lncRNA, circRNAs, miRNAs and mRNAs were examined with regard to degree of the nodes. It was actually found that the degrees of the miRNA nodes were higher than those of the lncRNA, circRNA and mRNAs, suggesting that miRNAs accounted for the major percentage of the ceRNA network (Table S8). 

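In Table S8, the degree of a node is the number of its predicted interactions. At 7 days the miRNAs had a median degree of 10 (4 to 61), the lncRNAs of 2 (1 to 11), the circRNAs of 1 (1 to 3) and the mRNAs of 1 (1 to 4). At 14 days the medians were 11.5 (2 to 31) for miRNAs, 2 (1 to 8) for lncRNAs, 1.5 (1 to 2) for circRNAs and 1 (1 to 2) for mRNAs. The degrees are those of the paper's prediction. Among the miRNAs it lists, 28 of 29 at 7 days and 18 of 18 at 14 days had enough counts to be tested.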

Meanwhile, four up-regulated miRNAs (miR-483-3p, miR-127-3p, miR-140-3p and miR-204-5p) and four down-regulated miRNAs (miR-150-3p, miR-20b-3p, miR-449a-5p and miR-17-2-3p) were found to be expressed in the same trend across the Dex 7d group and the Dex 14d group ceRNA network, suggesting that they might participate in vital functions in the GIGR ceRNA network. 

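MiR-204-5p had 123 ± 17.0 RPM (SD, n = 3) in the Dex 7d group and 77.7 ± 40.1 (SD, n = 3) in the Control 7d group, a log2 fold change of 0.96 (standard error 0.37, adjusted p = 0.245 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 14 days it had 136 ± 67.1 RPM (SD, n = 3) in the Dex 14d group and 52.6 ± 20.6 (SD, n = 3) in the Control 14d group, a log2 fold change of 1.44 (standard error 0.38, adjusted p = 0.107 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MiR-20b-3p fell at 7 days to 0.315 ± 0.273 RPM (SD, n = 3) from 5.02 ± 0.569 (SD, n = 3), a log2 fold change of -3.86 (standard error 0.64, adjusted p = 0.00475 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 14 days its log2 fold change was -1.27 and did not pass. MiR-17-2-3p had 0.253 ± 0.286 RPM (SD, n = 3) in the Dex 7d group and 4.09 ± 3.98 (SD, n = 3) in the Control 7d group, a log2 fold change of -3.74 (standard error 0.86, adjusted p = 0.0400 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This call held in 6 of 9 alternatives and in 5 of 12 fits that left out 1 library, with an adjusted p of 0.257 from edgeR without Dex 7d library c. At 14 days its log2 fold change was -1.56. MiR-449a-5p had log2 fold changes of -1.93 at 7 days and -1.37 at 14 days and passed at neither time. The difference between the 2 times was not past an adjusted p of 0.05 for any miRNA. Every one of the 8 miRNAs had the direction stated at both times. From this shared trend, the paper proposes that they might take part in vital functions of the ceRNA network.

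**Figure D4:**
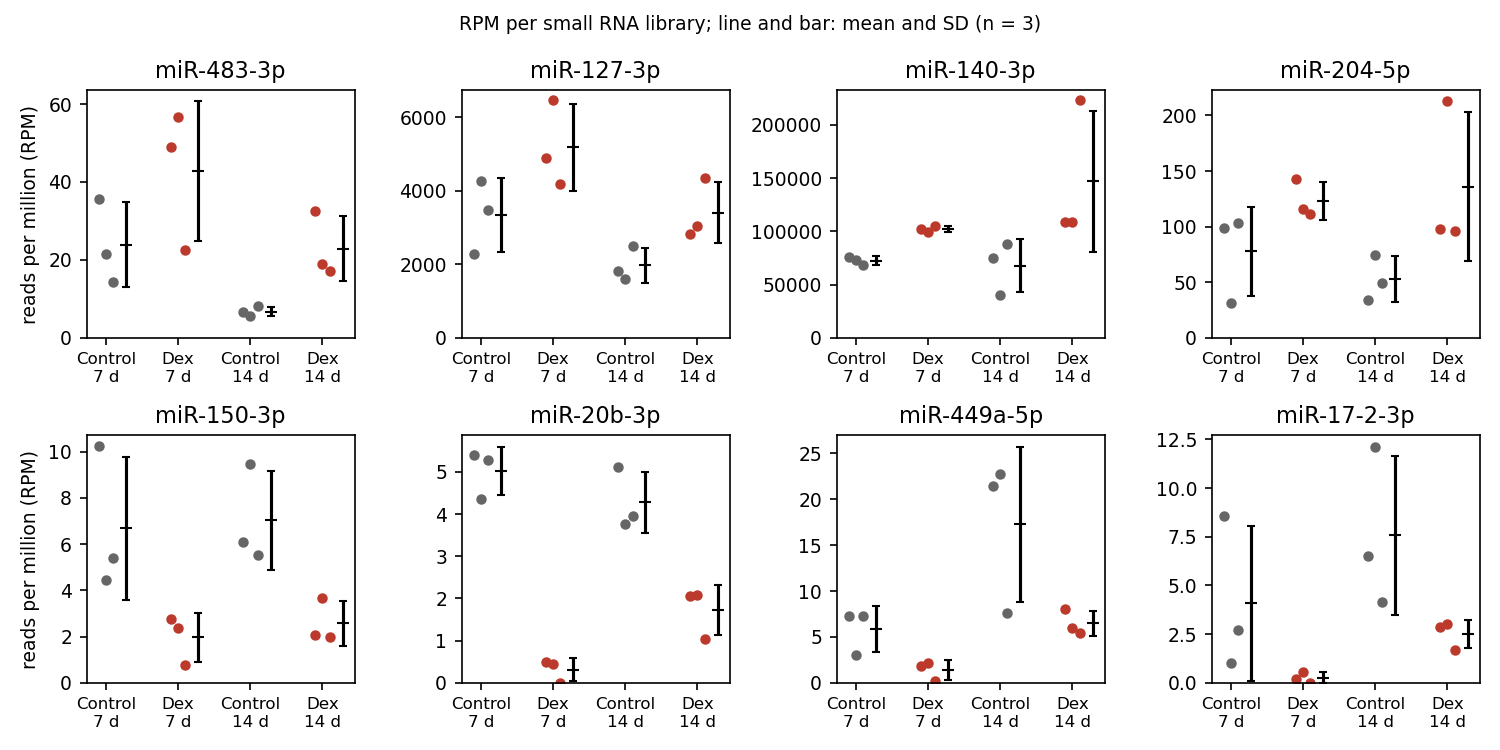
RPM of the 8 miRNAs in each small RNA library (points), with the mean and SD of each group (n = 3), for Control and Dex at 7 and 14 days. MiR-20b-3p at 7 days lies at 0.315 RPM on average with Dex and at 5.02 RPM in the Control group.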

We selected four (miR-483-3p, miR-127-3p, miR-140-3p and miR-150-3p) of them for RT-qPCR validation (Fig. S3). 

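In the sequencing data, miR-483-3p had 42.8 ± 17.9 RPM (SD, n = 3) in the Dex 7d group and 23.8 ± 10.9 (SD, n = 3) in the Control 7d group, a log2 fold change of 0.96 (standard error 0.36, adjusted p = 0.221 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 14 days it had 22.9 ± 8.43 RPM (SD, n = 3) in the Dex 14d group and 6.74 ± 1.26 (SD, n = 3) in the Control 14d group, a log2 fold change of 1.89 (standard error 0.38, adjusted p = 0.0495 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MiR-127-3p rose by log2 fold changes of 0.73 at 7 days and 1.01 at 14 days (adjusted p = 0.422 and 0.350 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 1 library left out, the changes were 0.44 (without Control 7d library a) to 1.20 (without Control 7d library b) at 7 days and as low as 0.49 (without Dex 14d library c) at 14 days. MiR-140-3p, with 101834 ± 2826 RPM (SD, n = 3) in the Dex 7d group and 72394 ± 4128 (SD, n = 3) in the Control 7d group, rose by log2 fold changes of 0.69 and 1.38 at the 2 times (adjusted p = 0.580 and 0.210 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without Dex 14d library c, the latter was 0.60. MiR-150-3p had 1.97 ± 1.05 RPM (SD, n = 3) in the Dex 7d group and 6.69 ± 3.10 (SD, n = 3) in the Control 7d group, and log2 fold changes of -1.62 at 7 days and -1.40 at 14 days (adjusted p = 0.101 and 0.197 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these 4 miRNAs, only miR-483-3p at 14 days had an adjusted p under 0.05. That call held in 2 of 12 fits that left out 1 library. All 4 had the same direction as in the RT-qPCR data at both times.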

The expression patterns of these miRNAs were consistent with the results obtained by high-throughput sequencing. Based on the validation results of RT-qPCR, miR-483-3p, miR-127-3p, miR-140-3p, miR-150-3p and its predicted targets were selected to further display the ceRNA network (Fig. 7). As shown in Fig. 7, there were complex regulatory relationships between RNAs. For example, in ceRNA network of the Dex 7d group, LINC2710, Ubl5-OT6, LINC3384, Smim22-OT4 and novel_circ_0002221 were predicted as ceRNAs of miR-127-3p, which targeted Cmip, Klhl25, and Siglec10 (Fig. 7A). 

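LINC2710 (TCONS_00145650, chromosome 3, 162916905 to 162922720) was listed at 0 in every Dex 7d library and at 0.269 ± 0.104 FPKM (SD, n = 3) in the Control 7d group, at least 22.6-fold lower (adjusted p = 0.00953 from limma with Benjamini-Hochberg adjustment). The 7-day call held in 10 of 11 alternatives, and not without Control 7d replicate 3 (adjusted p = 0.0569, limma). At 14 days LINC2710 was at least 18.5-fold lower (adjusted p = 0.0138 from limma with Benjamini-Hochberg adjustment), called in 9 of 11 alternatives and in 7 of 12 fits without 1 library. LINC3384 was at least 767-fold below its 1.29 ± 0.402 FPKM (SD, n = 3) of the Control 7d group, with an adjusted p of 0.185 from limma with Benjamini-Hochberg adjustment. Smim22-OT4 was listed at 0 with Dex and at 0.233 ± 0.213 FPKM (SD, n = 3) in the Control 7d group, where the libraries overlapped (adjusted p = 0.459, limma, Benjamini-Hochberg adjustment). Ubl5-OT6 was below the filter, with FPKM of 0, 1.25 and 4.80 in the Control 7d libraries and 0 in every other library. Names that end in OT mark an overlap with a gene, whose reads could have been shared. The junction of novel_circ_0002221, on chromosome 17, had 2, 6 and 5 counts in the Control 7d libraries and 0 in each Dex 7d library, also below the filter. Without a filter it had an unadjusted p of 0.00398 and an adjusted p of 0.717 (edgeR, Benjamini-Hochberg adjustment). Cmip (ENSRNOG00000013178, chromosome 19, 49792278 to 50000095) had 20.5 ± 1.33 FPKM (SD, n = 3) in the Dex 7d group and 30.6 ± 4.13 (SD, n = 3) in the Control 7d group, a log2 fold change of -0.53 (standard error 0.12, adjusted p = 0.0165 from limma with Benjamini-Hochberg adjustment). Its call held in 10 of 11 alternatives and in 10 of 12 fits without 1 library, but not without Control 7d replicate 3 (adjusted p = 0.0739, limma). Siglec10 had 0.969 ± 0.371 FPKM (SD, n = 3) in the Dex 7d group and 5.88 ± 2.21 (SD, n = 3) in the Control 7d group, a log2 fold change of -2.46 (standard error 0.34, adjusted p = 0.00200 from limma with Benjamini-Hochberg adjustment). At 14 days its log2 fold change was -1.17 (standard error 0.34, adjusted p = 0.0821 from limma with Benjamini-Hochberg adjustment), and 2 of 11 alternatives and 1 of 12 fits without 1 library called it. Klhl25 had 11.3 ± 1.96 FPKM (SD, n = 3) in the Dex 7d group and 14.0 ± 2.69 (SD, n = 3) in the Control 7d group, a log2 fold change of -0.27 (standard error 0.21, adjusted p = 0.446 from limma with Benjamini-Hochberg adjustment), within the spread of the libraries, and of -0.13 without Dex 7d replicate 2.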

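LINC13 (TCONS_00000279, chromosome 1, 8126720 to 8181897) was listed at 0 in every Dex 14d library and at 0.135 ± 0.172 FPKM (SD, n = 3) in the Control 14d group, where the libraries overlapped with those of the Dex 14d group (adjusted p = 0.619 from limma with Benjamini-Hochberg adjustment). Cmip had 23.4 ± 1.47 FPKM (SD, n = 3) in the Dex 14d group and 36.8 ± 5.39 (SD, n = 3) in the Control 14d group, a log2 fold change of -0.58 (standard error 0.12, adjusted p = 0.0155 from limma with Benjamini-Hochberg adjustment). The call held in 9 of 12 fits that left out 1 library, with an adjusted p of 0.0690 (limma) without Dex 14d replicate 2.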

From the Dex 14d group ceRNA network, we identified LINC13 as competing for binding to miR-127-3p and miR-483-3p, thereby affecting Cmip expression (Fig. 7B).

## Discussion

GIGR is a common adverse effect on the skeletal system of long-term GC use in children (Simon et al., 2002). The evidence of an important role of ncRNAs in the regulation of chondrocyte development continues to increase, and the association between ncRNAs and chondrocyte related disorders, such as osteoarthritis, had been investigated by several group (Ratneswaran & Kapoor, 2021). However, the role of ncRNAs in GIGR remains unclear. Recent studies have shown that the indirect and direct effects of GCs on the growth plates have been considered to be the underlying causes for GC effects on growth (Hartmann et al., 2016). Therefore, it is necessary to understand how GC alters transcriptomic profiles of growth plates. In this study, the GIGR rat model was established by Dex injection (Liu et al., 2018; Wood et al., 2018). To elucidate the pathogenesis of GIGR, high-throughput sequencing technology and bioinformatics analysis were applied to systematically analyze the differentially expressed lncRNAs, circRNAs, miRNAs and mRNAs in the growth plates of GIGR rats and the ceRNA regulatory networks were also established.

**Figure 7:**
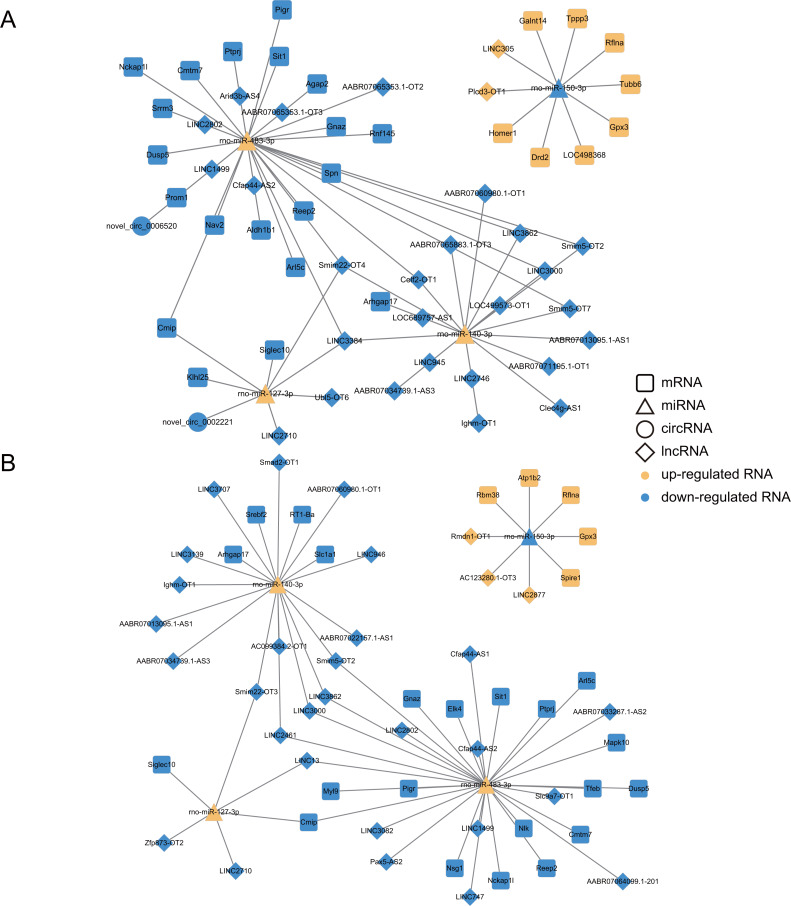
Construction of ceRNA networks associated with four miRNAs (validated by RT-qPCR). (A) Construction of the Dex 7 d group ceRNA network (about four validated miRNA). (B) Construction of the Dex 14 d group ceRNA network (about 4 validated miRNA). The four RT-qPCR validated miRNAs included miR-483-3p, miR-127-3p, miR-140-3p and miR-150-3p. The rounded rectangles indicate mRNAs, triangles represent miRNAs, prisms represent lncRNAs, and circles indicate circRNAs. The yellow indicates the up-regulated RNAs. The blue indicates the down-regulated RNAs.

Many differentially expressed genes in the growth plate of GIGR rats were revealed in the current study. For example, we found that some growth plate spatial marker genes were significantly different between the Dex and Control groups, which were mainly focused on the R and H zone (Table S5). Unfortunately, the relevant mechanisms of action of these genes in individual zones of the growth plate are not well characterized. We speculated that the reduction in the height of the H zone of the growth plate in GIGR rats may be closely related to the changes in H zone marker genes (Table S5), however, the specific regulatory mechanisms remain to be explored.

In addition, we validated four genes (transcription factors) which may be closely related to the development of GIGR (Fig. 4). Yap1 is a key downstream effector of the Hippo pathway (Xie et al., 2020). The Hippo signaling pathway has been found to mediate chondrocyte differentiation and postnatal growth (Roselló-Díez & Joyner, 2015). According to reports, excessive Yap1 activity impairs chondrocyte maturation by acting through Runx2, leading to narrower growth plate height and shorter stature in mice (Deng et al., 2016). Nonetheless, the function of Yap1 in GIGR is still unclear. Further *in vivo* and *in vitro* studies may help investigate its role in the pathogenesis of GIGR. Foxp1 and Foxo3 belong to the Forkhead box (Fox) family. Fox family transcription factors, characterized by a highly conserved forkhead DNA-binding domain, are involved in regulating cell growth, differentiation, cell cycle, apoptosis, and metabolism (Herman, Todeschini & Veitia, 2021). Increasing evidence has shown that the Fox family also affected endochondral osteogenesis. Zhao et al. constructed Foxp1 knock-out mice and found that loss of Foxp1 in the fetal growth plate shortened the height of the H zone and reduced cellular proliferation in the P zone (Zhao et al., 2015). Furthermore, after birth, with the cumulative effect of Foxp1 deletion, the body length and limb bone length of the mice were significantly shorter compared to the control group. This suggests, at least in part, that decreased Foxp1 expression is closely associated with short stature. Eelen et al. (2016) found that knocking out the mice Foxo3 would affect skeletal development. Recently, it was found that Foxo3 and Runx1 protein co-localize in the proliferative chondrocytes of mouse proximal tibia growth plate (Yuan et al., 2022). In our study, Foxo3 expression increased after 14 days of GC administration, but did not change after 7 days of GC administration. We speculated that Foxo3 may engage in the GIGR development by interfering with chondrocyte proliferation, but this effect needs to accumulate to a certain extent to be effective. Lef1 is mainly involved in the classical Wnt/*β*-catenin signaling pathway and mediates its nuclear response (Zhan, Rindtorff & Boutros, 2017). It has been reported that Wnt signaling can interact with PTHrP (parathyroid hormone-related protein) and Ihh (Indian hedgehog) to co-regulate bone growth (Hallett, Ono & Ono, 2019). The down-regulation of Lef1 expression after GC treatment may impair the related signaling pathway. Further studies are expected to help clarify the role of these genes in the development of GIGR.

Function enrichment analyses of dif-mRNAs revealed that many pathways were affected upon Dex treatment. In particular, we found that sustained high-dose exposure to GCs can significantly suppressed pathways involved PI3K-Akt signaling pathway and NF-kappa B signaling pathway, while activated TGF-*β* signaling pathway (both in 7- and 14-day group). PI3K-Akt signaling pathway has been found to be associated with GIGR in previous studies (Chrysis et al., 2005). Studies have shown that Dex could inhibit Akt phosphorylation and induce chondrocyte apoptosis by inhibiting the PI3K-Akt signaling pathway (Chrysis et al., 2005; Hu et al., 2017). NF-kappa B signaling pathway has been reported to be involved in endochondral ossification (Kobayashi et al., 2016). Notably, the suppression of the NF-kappa B signaling pathway could increase chondrocyte apoptosis and inhibit proliferation (Jimi, Fei & Nakatomi, 2019), which is in line with our findings. TGF-*β* signaling pathway participates in regulating the chondrocyte differentiation and maturation of growth plate (Wang, Rigueur & Lyons, 2020c). Li et al. (2006) have shown Dex could decrease cell proliferation through enhancing TGF- *β*1 signaling and TGF- *β*1 receptor expression in human prostate cancer cells. Furthermore, TGF- *β* can inhibit the downstream BMP signaling pathway (Wang, Rigueur & Lyons, 2020c), which is crucial for osteogenesis (Salazar, Gamer & Rosen, 2016). Therefore, we supposed that the activated TGF- *β* signaling pathway in GIGR rats may be involved in the pathogenesis of GIGR.

We also observed that the most notable enriched biological processes of down-regulated dif-mRNAs (both in the Dex 7d group and the Dex 14d group) were immune-related terms (Table S7). which seemed to mean that the immune system plays an important role in regulating longitudinal bone growth. The interaction between the immune and skeletal systems has long been recognized. The skeletal and immune systems share a variety of different cytokines and signaling molecules and thus influence each other (Okamoto & Takayanagi, 2019). But the literature provides little information about the roles of these immune-related differentially expressed genes in the GIGR. Some immunodeficiency diseases, such as adenosine deaminase (ADA) deficiency (Scott et al., 2017), DiGeorge syndrome (Kobrynski & Sullivan, 2007), and STAT5b deficiency (Bernasconi et al., 2006) manifested as the abnormal development of cartilage. Athymic mice, with spontaneously mutated T lymphocyte immunodeficiency, have also shown shortened tibia bone length (McCauley et al., 1989). Reportedly, growth hormone insensitivity caused by immune dysfunction can lead to growth retardation (Bernasconi et al., 2006). This may partially explain the possible link between the use of GCs and the down-regulation of immune-related terms.

We also analyzed the expression levels of lncRNAs, circRNAs, miRNAs and mRNAs in the growth plates of rats in the 7d and 14d groups of the GIGR model and identified ceRNA regulatory networks, which revealed potential ceRNA regulation mechanisms in GIGR. In our study, miRNAs were identified as key nodes of the ceRNA network (Table S8). Indeed, miRNAs have been shown to play an important regulatory role in the growth plate (Nakamichi et al., 2020). Studies have shown that miR-140 (including miR-140-3p and miR-140-5p) is one of the miRNAs specifically and highly expressed in the growth plate, which plays a role in regulating the chondrogenesis (Woods et al., 2020). Deletion of miR-140 in mice resulted in a mild skeletal defect with shortening of limbs (Miyaki et al., 2010). However, most studies have focused on miR-140-5p rather than miR-140-3p. In our experiments, exposure to Dex resulted in down-regulation of miR-140-3p expression in rat growth plates (Fig. S3). In addition, in the ceRNA network (both in 7d group and 14d group) we predicted that lncRNA, including smim5-OT2, LINC3000, AABR07013095.1-AS1, LINC3862, AABR07034739.1-AS3, Ighm-OT1 and AABR07060980.1-OT1, could sponge miR-140-3p to regulate the expression of Arhgap17 (Fig. 7A). 

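Ighm-OT1 (TCONS_00186653, chromosome 6, 138059576 to 138246688) had 0.386 ± 0.0957 FPKM (SD, n = 3) in the Dex 7d group and 12.9 ± 4.48 (SD, n = 3) in the Control 7d group, a log2 fold change of -4.73 (standard error 0.38, adjusted p = 8.46e-05 from limma with Benjamini-Hochberg adjustment). At 14 days the log2 fold change was -4.27. LINC3000 (TCONS_00162214, chromosome 5, 47485876 to 47528805) had log2 fold changes of -3.38 and -3.94 at the 2 times (adjusted p = 6.92e-04 and 2.32e-04 from limma with Benjamini-Hochberg adjustment). LINC3862 had fitted log2 fold changes of -2.71 at 7 days and -2.91 at 14 days. Against the floor of estimated fragments, it was at least 158-fold lower at 14 days. The pseudocount shrinks fitted changes at low FPKM, so this bound does not compare with them. The other lncRNAs named were listed at 0 in every Dex library. AABR07034739.1-AS3 was at least 23.0-fold lower at 7 days and 11.7-fold lower at 14 days, and AABR07060980.1-OT1 at least 11.2-fold and 15.9-fold. Smim5-OT2, at least 34.8-fold and 31.1-fold lower, was called at both times (adjusted p = 0.0298 and 0.0338 from limma with Benjamini-Hochberg adjustment), in 7 of 11 alternatives at 7 days and 7 of 11 at 14 days. With 1 library left out, it was called in 7 of 12 fits at 7 days and 5 of 12 fits at 14 days. AABR07013095.1-AS1 was called at neither time (adjusted p = 0.255 and 0.0724 from limma with Benjamini-Hochberg adjustment). Reads of Ighm-OT1, Smim5-OT2 and AABR07060980.1-OT1, which overlap genes, could have been shared with them. Arhgap17 (ENSRNOG00000013836, chromosome 1, 193239040 to 193328371) had 11.1 ± 0.829 FPKM (SD, n = 3) in the Dex 7d group and 17.4 ± 2.88 (SD, n = 3) in the Control 7d group and 11.8 ± 1.14 FPKM (SD, n = 3) in the Dex 14d group and 21.4 ± 4.35 (SD, n = 3) in the Control 14d group. Its log2 fold changes were -0.60 and -0.78 (adjusted p = 0.0223 and 0.00964 from limma with Benjamini-Hochberg adjustment). The 7-day call of Arhgap17 held in 8 of 12 fits that left out 1 library and was lost without Control 7d replicate 3 (adjusted p = 0.0912, limma). The paper predicts from these lncRNAs and Arhgap17 an axis with miR-140-3p.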

Arhgap17 is a RhoGTPase activating protein involved in the maintenance of tight junction and vesicle trafficking (Lee et al., 2016). Recently, it has been reported that Arhgap17 has an anti-apoptosis function (Wang et al., 2020b). In our study, we predicted that the lncRNA-miR-140-3p-Arhgap17 axis may participate in biological pathways related to growth retardation. We also predicted that LINC2710 could sponge miR-127-3p to regulate the expression of Cmip and Siglec10, which was identified both in 7d group and 14d group (Fig. 7). miR-127-3p has been found to be a cancer suppressor in osteosarcoma, and overexpression of miR-127-3p inhibited proliferation and stimulated apoptosis of osteosarcoma cells (Wang et al., 2018). Zhang et al. (2017) found that knocking down Cmip can affect cell survival by affecting MAPK signaling pathway delivery. Previous reports and our findings suggested that miR-127-3p could be the potent regulator of the GIGR. However, these predicted results require further experimental validation. In addition, we found that the predictions of the ceRNA network for biological pathways were largely consistent with the predictions of our mRNA data (*e.g.*, at the level of PI3K-Akt signaling pathway, MAPK signaling pathway and Metabolic pathways). These results suggest that the ceRNA networks we predicted in this paper might be strongly associated with the pathogenesis of GIGR.

It should be noted that the present study has some limitations. Firstly, the relatively limited number of high-throughput sequencing rats has more or less influenced the analysis of experimental results. Moreover, although we established the ceRNA regulatory network based on bioinformatics prediction and found some changes in biological pathways after Dex treatment, systematic functional experiments are still needed to further determine their role in GIGR. Furthermore, many novel lncRNAs and circRNAs were identified in our study, whereas little annotation information is available about these ncRNAs. The biological functions of these ncRNAs in endochondral ossification need to be further explored.

## Conclusions

Our study detected and analyzed mRNA, lncRNA, circRNA, and miRNA changes in the growth plates in the rat model of GIGR and revealed novel connections between differentially expressed RNAs and the pathogenesis of GIGR. Bioinformatics analyses identified several molecules and signaling pathways that may contribute to GIGR. These results can lay the foundation for analysis of the molecular mechanisms of GIGR. However, further functional characterization validation is required to delineate exact mechanistic details.

##  Supplemental Information

10.7717/peerj.14603/supp-1 Supplemental Information 1 Detailed information about GSEA analysis Click here for additional data file.

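Table S1 reports the paper's gene set enrichment, with an NES for each set of genes, a nominal p and an FDR, for each time. It holds 99 sets as significant at 7 days and 70 at 14 days in the paper's count, of which 17 and 4 are among the sets listed completely in the copy used here. At 14 days, 2 of the 56 sets tested by fgsea passed the criteria, Prion diseases with an NES of 1.99 and Porphyrin and chlorophyll metabolism with an NES of 1.89, both higher with Dex. Circadian rhythm had an NES of 1.12 (q = 0.791 by permutation, Benjamini-Hochberg adjusted) and Hedgehog signaling pathway an NES of 1.29 (q = 0.767 by permutation). The difference between the times was not tested for sets. The count at 14 days was 2 to 3 with 1 library left out, 12 under camera with a preset correlation, 6 under fry and 0 under camera with an estimated correlation.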

10.7717/peerj.14603/supp-2 Supplemental Information 2 Primer sequences Click here for additional data file.

10.7717/peerj.14603/supp-3 Supplemental Information 3 Total reads and mapping ratio information for control and Dex groups Click here for additional data file.

10.7717/peerj.14603/supp-4 Supplemental Information 4 Detailed information on differentially expressed mRNAs, lncRNAs, miRNAs and circRNAs Click here for additional data file.

10.7717/peerj.14603/supp-5 Supplemental Information 5 The differential expression of spatial marker genes in the GIGR rat growth plate Click here for additional data file.

10.7717/peerj.14603/supp-6 Supplemental Information 6 KEGG analysis of dif-mRNAs Click here for additional data file.

10.7717/peerj.14603/supp-7 Supplemental Information 7 Gene Ontology analysis of dif-mRNAs Click here for additional data file.

10.7717/peerj.14603/supp-8 Supplemental Information 8 The details information of the ceRNA networks associated with the Dex 7d group and the Dex 14d group Click here for additional data file.

10.7717/peerj.14603/supp-9 Supplemental Information 9 The pathways of mRNA enrichment in the Dex 7d group or Dex 14d group ceRNA network mRNAs in Fig. S2(Table S8) were used for KEGG enrichment analysis. Click here for additional data file.

10.7717/peerj.14603/supp-10 Supplemental Information 10 Representative images of fluorescent TUNEL analysis and immunohistochemical staining for PCNA in rat growth plates (A) Representative images of fluorescent TUNEL analysis in rat growth plates. Apoptotic cells are stained green and nuclei are stained blue (DAPI). Original magnification ×200. (B) Representative images of immunohistochemical staining for PCNA in rat growth plates . Original magnification ×400. Click here for additional data file.

10.7717/peerj.14603/supp-11 Supplemental Information 11 Construction of ceRNA networks associated with the Dex 7d group and the Dex 14d group (A) Construction of the Dex 7d group ceRNA network. (B) Construction of the Dex 14d group ceRNA network. The rounded rectangles indicate mRNAs, triangles represent miRNA, prisms represent lncRNAs, and circles indicate circRNAs. The yellow indicates the up-regulated RNAs. The blue indicates the down-regulated RNAs. Click here for additional data file.

10.7717/peerj.14603/supp-12 Supplemental Information 12 Validation of 4 dif-miRNAs by RT-qPCR RT-qPCR was carried out to assess relative dif-miRNA expression of miR-483-3p, miR-127-3p, miR-140-3p and miR-150-3p . Data are presented as means ± SEM (n =3/group). **: *p* < 0.01 ***: *p* < 0.001 n.s.: no significance. Compared with the control group. Expression was normalized to U6 for miRNAs as internal controls. Click here for additional data file.

10.7717/peerj.14603/supp-13 Supplemental Information 13 Raw data of Figs. 1, 2, 4 and Fig. S3 Click here for additional data file.

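The raw data include the RT-qPCR values of 4 genes and 4 miRNAs, expressed relative to the Control group of the same time, with 3 rats per group. In the Dex 7d group, Yap1 was at 2.73 ± 0.212 and Foxo3 at 1.22 ± 0.0757, and Foxp1 was at 0.567 ± 0.0416 and Lef1 at 0.537 ± 0.0153 (SD, n = 3). In the Dex 14d group the values were 2.59 ± 0.256, 2.56 ± 0.0529, 0.662 ± 0.0526 and 0.417 ± 0.0306 (SD, n = 3). MiR-483-3p was at 1.86 ± 0.231, miR-127-3p at 1.83 ± 0.0977, miR-140-3p at 1.81 ± 0.0176 and miR-150-3p at 0.391 ± 0.0265 (SD, n = 3) in the Dex 7d group. In the Dex 14d group they were at 1.73 ± 0.232, 1.68 ± 0.171, 2.63 ± 0.574 and 0.232 ± 0.00624 (SD, n = 3). The Control groups lay between 1 and 1.01 on average. For Foxo3, the Control 7d group had 1.01 ± 0.178 (SD, n = 3), and the paper reports no change of this gene at 7 days. For each gene and miRNA at each time, the 3 Dex values lay apart from the 3 Control values, which gives p = 0.1 in a two-sided exact permutation test, the smallest p that 3 against 3 allow. Foxo3, Yap1, Foxp1 and Lef1 carry no name in the tables used here, so their sequencing values were not set beside these.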

10.7717/peerj.14603/supp-14 Supplemental Information 14 Author Checklist - Full Click here for additional data file.

# Supplementary material for: Transcription analyses of differentially expressed mRNAs, lncRNAs, circRNAs, and miRNAs in the growth plate of rats with glucocorticoid-induced growth retardation
**Source:** PeerJ. 2023 Jan 16;11:e14603. doi: 10.7717/peerj.14603
**Supplement:** Supplemental Information 2

**Table S2 Primer sequences**

| **Gene name** | **Forward Primer (5'-3')** | **Reverse Primer (5'-3')** |
| --- | --- | --- |
| *Lef1* | CACCGATGAGATGATCCCCT | GTTGCTGGCTGGGATGATTT |
| *Foxp1* | ACCCCATACACGTCAAGGAG | AATCTGGACTGTGGTTGGCT |
| *Foxo3* | GAGTCCATCATCCGTAGCGA | TTCCCCACGTTCAAACCAAC |
| *Yap1* | CATGCTCTCCCAACTGAACG | CATCCTGAGTCATGGCTTGC |
| *GAPDH* | GGCACAGTCAAGGCTGAGAATG | ATGGTGGTGAAGACGCCAGTA |
| *miR-483-3p* | CTCCTCCCCTCCCGTCTT |  |
| *miR-127-3p* | GATCCGTCTGAGCTTGGCA |  |
| *miR-140-3p* | CCACAGGGTAGAACCACGG |  |
| *miR-150-3p* | GCGTGGCCTGGGGGAAAA |  |
| *U6* | GGAACGATACAGAGAAGATTAGC | TGGAACGCTTCACGAATTTGCG |
|  |  |  |

# Supplementary material for: Transcription analyses of differentially expressed mRNAs, lncRNAs, circRNAs, and miRNAs in the growth plate of rats with glucocorticoid-induced growth retardation
**Source:** PeerJ. 2023 Jan 16;11:e14603. doi: 10.7717/peerj.14603
**Supplement:** Supplemental Information 3

**Table S3 Total reads and mapping ratio information for control and Dex groups**

For the chain-specific library

| **Sample** | **Total raw reads (G)** | **Clean reads Q30 (%)** | **GC content (%)** | **Total mapping ratio (%)** |
| --- | --- | --- | --- | --- |
| c_7d_1 | 14.38 | 94.83 | 52.62 | 95.81 |
| c_7d_2 | 12.8 | 94.69 | 53.79 | 95.9 |
| c_7d_3 | 16.15 | 95.13 | 53.53 | 96.25 |
| d_7d_1 | 15.34 | 94.64 | 52.18 | 95.66 |
| d_7d_2 | 14.83 | 94.31 | 52.77 | 95.75 |
| d_7d_3 | 14.94 | 94.89 | 53.42 | 96.06 |
| c_14d_1 | 14.13 | 93.73 | 51.33 | 95.24 |
| c_14d_2 | 14.13 | 94.81 | 52.37 | 95.96 |
| c_14d_3 | 15.43 | 94.48 | 52.81 | 95.88 |
| d_14d_1 | 14.54 | 95.08 | 52.09 | 95.5 |
| d_14d_2 | 13.79 | 94.66 | 52.86 | 95.91 |
| d_14d_3 | 14.51 | 94.2 | 53.24 | 96.02 |

For the small RNA library

| **Sample** | **Total raw reads (G)** | **Clean reads Q30 (%)** | **GC content (%)** | **Total mapping ratio (%)** |
| --- | --- | --- | --- | --- |
| c_7d_1 | 0.811 | 93.48 | 50.09 | 94.91 |
| c_7d_2 | 0.770 | 93.94 | 49.33 | 96.67 |
| c_7d_3 | 0.778 | 93.44 | 49.82 | 95.51 |
| d_7d_1 | 0.844 | 94.09 | 49.85 | 95.30 |
| d_7d_2 | 0.776 | 94.26 | 50.16 | 95.24 |
| d_7d_3 | 0.798 | 93.31 | 49.76 | 95.70 |
| c_14d_1 | 0.783 | 91.78 | 49.35 | 93.20 |
| c_14d_2 | 0.865 | 92.00 | 49.54 | 96.41 |
| c_14d_3 | 0.827 | 91.54 | 50.37 | 93.36 |
| d_14d_1 | 0.827 | 93.88 | 49.60 | 94.96 |
| d_14d_2 | 0.782 | 93.27 | 50.30 | 92.59 |
| d_14d_3 | 0.788 | 93.08 | 50.79 | 95.28 |

How the deposited data were processed for this re-analysis (not part of the article)

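Growth plates of the right proximal tibia were taken from male Sprague Dawley rats that received Dex at 2 mg/kg/d or saline by intraperitoneal injection for 7 or 14 days, and 3 rats per group were sequenced (12 total RNA and 12 small RNA libraries in 4 groups). The authors aligned total RNA reads to Rnor_6.0 with HISAT2, assembled and quantified transcripts with StringTie and Cuffmerge, identified lncRNAs by coding potential, found circRNAs with find_circ and CIRI, and mapped small RNA reads with Bowtie to miRBase and to predicted miRNAs. The deposited tables used here hold FPKM of mRNAs and lncRNAs, back-splice junction counts of circRNAs, and counts and RPM of miRNAs. The conditions of the libraries were taken from their labels. The small RNA columns were matched to groups and not to single replicates.

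The table named raw counts of mRNAs and lncRNAs was tested before its use. As deposited, it holds scores, whole numbers that were not scaled between libraries, and the paper does not state how the authors computed them. Its values equal the FPKM times the span on the chromosome times 1 constant per library for 100% of 1213 lncRNAs and 53.0% of 12825 mRNAs, to within 1%. The span was a median of 13.9 times the transcript length for those lncRNAs and 9.48 times for those mRNAs. Values that follow the span are thus not counts of reads. The test set before the data were examined, edgeR's quasi-likelihood test on the deposited counts, was therefore replaced for mRNAs and lncRNAs by limma on log2 FPKM, and kept as an alternative. Estimated fragments, the FPKM times the transcript length times the constant, were used to filter, to compute scaling factors and to set floors.

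All calculations were run in R 4.3.3. For mRNAs and lncRNAs, genes were filtered by filterByExpr of edgeR 4.0.16 on estimated fragments, the FPKM were divided by TMM factors computed on the same values, and log2 of the result with a pseudocount of 0.1 was fitted by limma 3.58.1 with a variance trend. For circRNAs and miRNAs, counts were filtered by filterByExpr, normalized by TMM and fitted by edgeR's quasi-likelihood test. Each fit held all 12 libraries in 4 groups. The comparisons were Dex against Control at 7 days, the same at 14 days, and the difference between these 2 effects. The p-values were adjusted by Benjamini-Hochberg over all RNAs of a class. Counts are given at an adjusted p under 0.05 and at the criteria of the study, an unadjusted p under 0.05 with a fold change over 1.2. Expected numbers of shared calls assume independence of the 2 times.

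Gene sets were those of the paper's Table S1 that the copy used here lists completely, with at least 10 genes and 80% of their genes tested (56 of 324). They were tested by fgsea 1.28.0 on mRNAs ranked by log2 fold change. Tables S5 to S8 gave the lists of zone genes, pathway genes, GO term genes and network members, and their counts are tallies on RNAs that the study chose from these libraries. The GO term tallies were added after the data had been seen. The copies of Tables S6 and S7 end long gene lists early, and a list with less than 80% of its genes was left out.

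The RNAs named in the text follow a rule. They are every RNA that the paper names, and for each class and time up to 5 higher and 5 lower with a name and the largest fold change, among those with an adjusted p under 0.05, groups that do not overlap and a mean of at least 10 counts or estimated fragments per library. Up to 5 with the smallest adjusted p of the difference between times were added. RNAs without a name were singled out after their values were seen, at most 2 per direction. The names of 222 mRNAs and 134 lncRNAs come from Tables S5 and S8. Because of this, 14 lists of marker genes of cell types and pathways could not be tested, since 10 of their 146 genes (6.85%) had an identifier. Foxp1, Foxo3, Yap1 and Lef1 were without one as well, and their sequencing values are not given.

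Depth differed between the classes. Estimated fragments on mRNAs were 38.8 to 50.2 M per library and on lncRNAs 0.529 to 0.778 M, circRNA junction reads were 7996 to 15046, and miRNA counts were 4339944 to 11002980. A group with at most 3 counts or estimated fragments in every library was treated as a floor, and folds against it are lower bounds, scaled to the totals of the libraries and taken at the smallest total of that group. The tests were tried on simulated data with the depth and spread of the real libraries, in which 200 RNAs per class were changed. These were 200 of 15900 mRNAs, 200 of 5561 lncRNAs, 200 of 292 circRNAs and 200 of 471 miRNAs. With a larger share changed, the adjusted limit is easier to pass. The shares called thus do not compare between classes. For circRNAs and miRNAs they may overstate what would be called where few RNAs change. At a log2 fold change of 1, 50.0% of the changed mRNAs, 2.94% of the lncRNAs, 32.4% of the circRNAs and 39.7% of the miRNAs were called. At 2 the shares were 81.8%, 22.7%, 83.3% and 84.8%, and at 4, a size added after few lncRNAs had been recovered, 89.4%, 53.0%, 93.9% and 97.0%. False calls were 5, 5, 3 and 5, and with no changed RNA there were 0 calls in each class, by limma for mRNAs and lncRNAs and by edgeR for circRNAs and miRNAs. With no changed RNA, and on values multiplied by the span, the quasi-likelihood test made 0 calls for mRNAs and 0 for lncRNAs, and DESeq2 made 37 and 20. For gene sets, fold changes were shuffled over the mRNAs, and each set was shifted in turn by a log2 fold change of 1. Of these, 56 of 56 were recovered. Shuffling removes the correlation between genes, so this does not show what would be recovered in real data.

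The alternatives were DESeq2 1.42.0, edgeR's exact test, other scaling factors or none, only the 6 libraries of a time, the replicate block, no filter, a filter of at least 10 in every library, another pseudocount, other rankings and tests of gene sets, and each library left out in turn. The paper states that rats were treated in 3 batches and does not say which library came from which. The replicate number was therefore tried as a block, for miRNAs with the number in the column names. Left out were the 16775 entries of the gene table of raw counts without an FPKM, and the phenotype data of the paper, which are not sequencing data.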

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

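All tests in this part, apart from the test of the difference between times itself, were chosen after the result was seen. The results listed are RNAs whose response to Dex differed between 7 and 14 days in a test of that difference by limma with Benjamini-Hochberg adjustment.

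For mRNAs, 3 of 15900 passed an adjusted p of 0.05. The log2 fold change at 14 days minus that at 7 days was -7.20 for ENSRNOG00000053118, -4.13 for ENSRNOG00000052541 and -1.44 for ENSRNOG00000027037. None (0) had a name, and the first 2 lay on unplaced scaffolds, which hold 68 of the 15900 mRNAs tested (0.428%). In ENSRNOG00000053118 the Control 14d libraries had an FPKM of 8.92 to 10.1 and the other 9 libraries at most 0.282, and in ENSRNOG00000052541 the Control 14d libraries had 0.711 to 2.38 and the others at most 0.0458. The call of ENSRNOG00000053118 held in 5 of 8 alternatives and in 12 of 12 fits without 1 library. That of ENSRNOG00000052541 held in 4 of 8 alternatives and in 2 of 12 fits. The third, on chromosome 10, had 14.6 ± 1.14 FPKM (SD, n = 3) in the Control 14d group and means of 4.15 to 5.00 in the other groups. Its call held in 4 of 9 alternatives and in 3 of 12 fits.

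Of 100 splits that exchanged Dex and Control libraries within each time, 17 gave at least 3 mRNAs, the real split included, and 1 split gave 162. These splits cannot decide whether the number of mRNAs reflects a difference between the times. A split that keeps the real groups at 1 time and mixes them at the other can carry the effect of Dex into the difference. Under every other scaling, 2 of the 3 mRNAs remained past the limit. ENSRNOG00000027037 reached an adjusted p of 0.0627 (limma, Benjamini-Hochberg adjustment). For it, scaling cannot be told apart from a change because its p lay near the limit. A strain or litter variant against the reference stays open for the 2 mRNAs on scaffolds (2 with every library of 1 group above 5 times every other library) and cannot be told apart from a response, since all 3 rats of the Control 14d group could share a litter and the paper does not say which litter each came from. A biological difference with age or length of treatment was not tested apart from these and stays open.

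For lncRNAs, 3 of 5561 passed an adjusted p of 0.05, and 282 had an unadjusted p under 0.05 where chance gives 278. The difference was -4.28 for TCONS_00089031, 3.38 for LINC2020 and -4.95 for TCONS_00049267. Of 100 splits within each time, 6 gave at least 3 lncRNAs, the real split included. These splits cannot decide here either, since they can carry the effect of Dex at 1 time into the difference. The call of TCONS_00089031 held in 9 of 9 alternatives and in 12 of 12 fits without 1 library, that of LINC2020 in 3 of 9 alternatives and 1 of 12 fits, and that of TCONS_00049267 in 4 of 9 alternatives and 1 of 12 fits. Under the other scalings 2 of the 3 remained past the limit, and LINC2020 reached an adjusted p of 0.0598 (limma, Benjamini-Hochberg adjustment), so that scaling and a change cannot be told apart for it. A biological difference between the 2 times could underlie TCONS_00089031 and was not tested further.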

How the results depend on the processing

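The alternatives were chosen before the data were examined, except edgeR's quasi-likelihood test on estimated fragments, which was chosen after seeing the data. For mRNAs and lncRNAs, alternatives that called for counts were run on the values of the raw count table. Values there that follow the FPKM times the span are not counts of reads. The square root of a quasi-likelihood F as a ranking was replaced by limma's moderated statistic. The marker list alternatives were not run, since the lists had too few identifiers. Where a result below changed, the cause was not tested, unless it is given.

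Of the counts of calls and list tallies, 406 of 524 values under alternatives other than leaving out a library kept their side of the threshold or stayed within 1.5 times, 72 were lower, 46 higher and 0 reversed. Of the other results, mostly single RNAs, 1218 of 1362 were the same, 108 lost and 28 gained their call, and 8 reversed. With a library left out, 475 of 600 and 1320 of 1548 were the same, and 7 of the latter reversed.

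At an adjusted p under 0.05 the counts as reported were 1953 mRNAs at 7 days, 836 at 14 days, 528 at both and 3 for the difference between times, 100, 102, 52 and 3 lncRNAs, 8, 2, 1 and 0 miRNAs, and 0 circRNAs. DESeq2's Wald test on the raw count table gave 3186, 1760, 1018 and 250 mRNAs and 344, 276, 134 and 134 lncRNAs. It also gave 48 and 50 lncRNAs of Table S8 in place of 22 and 26, and 62 genes of Table S6 at 14 days in place of 41. On simulated values of this kind without a change, DESeq2 made 37 false calls in mRNAs and the quasi-likelihood test 0. The quasi-likelihood test on the same values gave 0 mRNAs and 7 lncRNAs for the difference and 59 lncRNAs at 14 days, and on estimated fragments 0 mRNAs for the difference and 65 lncRNAs at 14 days. The exact test gave 1027 mRNAs at 7 days, 416, 399 and 150 lncRNAs at the criteria of the study (at 7 days, 14 days and both, against 684, 642 and 246), and 39 and 42 lncRNAs of Table S8.

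With only the 6 libraries of the time point, which leaves fewer samples to estimate the spread, the counts were 715 mRNAs at 7 days and 279 at both times, 62, 60 and 28 lncRNAs, 0 miRNAs at 14 days and 0 at both, 1 circRNA at both times at the criteria of the study, 6 zone genes at 7 days in place of 14, 65 mRNAs of Table S8 at 7 days in place of 117, 16 of its lncRNAs at 14 days, and 1 and 0 of its miRNAs. Requiring 10 estimated fragments in every library, which removes RNAs absent from 1 group, gave 33, 20 and 13 lncRNAs with 0 for the difference, 317, 255 and 92 at the criteria of the study, 5 and 2 lncRNAs of Table S8, and 0 mRNAs for the difference. Without a filter, 1 lncRNA differed between times. A pseudocount of 1 gave 31 lncRNAs at both times and 13 of Table S8 at 14 days. The replicate block gave 1 mRNA and 1 lncRNA for the difference. With the block, 9, 2 and 1 miRNAs were called (at 7 days, 14 days and both). It changed 2 of 50 counts and 11 of 129 other results, among them Ibsp at 7 days, Stim1 and Dgkg-AS1 at 14 days and Smim5-OT2 at both times.

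For circRNAs at the criteria of the study (18 at 7 days, 17 at 14 days and 2 at both as reported), DESeq2 gave 9, 6 and 1, no filter 96, 98 and 8, and at least 10 counts in every library 5, 4 and 1. The exact test and the library sizes and factors of the mRNAs each gave 1 at both times. At an adjusted p, DESeq2 called 1 circRNA at 14 days, the exact test 1, 1 and 1 at 7 days, 14 days and both, and no filter 3 and 3, with 2 for the difference. The exact test called 1 circRNA of Table S8 at 7 days. Testing all 4651 circRNAs adds many with few counts.

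For miRNAs at an adjusted p, DESeq2 gave 20, 15 and 5 (at 7 days, 14 days and both), the exact test 15, 8 and 3, no filter 13 at 14 days, 2 at both and 3 for the difference, and at least 10 counts in every library 5 at 7 days. DESeq2's size factors (RLE) gave 0 at 14 days and 0 at both, library sizes only 3, 0 and 0, limma on log2(RPM + 1) 3, 1 and 0, and on log2(RPM + 0.1) 0 at 14 days and 0 at both. At the criteria of the study, at least 10 counts in every library gave 31 at 14 days in place of 52, and library sizes only and log2(RPM + 0.1) gave 14 and 14 at both times in place of 22. Of the miRNAs of Table S8 (2 at 7 days and 1 at 14 days as reported), DESeq2 called 7 and 4, the exact test 6 and 2, library sizes only and log2(RPM + 1) each 1 and 0, no filter 2 at 14 days, at least 10 counts 0 at 7 days, and RLE and log2(RPM + 0.1) each 0 at 14 days.

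MiR-483-3p at 14 days (1.89 as reported) was no longer past the limit with a log2 fold change of 1.83 under RLE, 1.77 with library sizes only, 1.84 in the 6 libraries, 1.59 with log2(RPM + 1) and 1.71 with log2(RPM + 0.1), and ranged from 1.65 to 2.09 with 1 library left out. MiR-150-3p at 7 days passed under DESeq2 with a log2 fold change of -1.59. Klhl25 at 14 days reversed to -0.10 under the quasi-likelihood test, -0.11 under DESeq2 and -0.091 under the exact test, all on the raw count table, and ranged from -0.038 to 0.30 with 1 library left out. LINC3384 at 14 days reversed to 0.54, 0.53 and 0.53 under these, to 0.044 with a pseudocount of 1 and to 0.58 on estimated fragments, and ranged from -2.09 to 0.44. Smim22-OT4 at 14 days ranged from -0.57 to 0.65. None of these reversed values was past the limit.

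The gene sets past the criteria (10 at 7 days and 2 at 14 days as reported) were 17 and 11 when ranked by limma's moderated statistic, 18 and 12 under camera with a preset correlation, 25 and 6 under fry and 0 and 0 under camera with an estimated correlation.

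Across the 12 fits that each left out 1 library, adjusted-p counts of mRNAs ran from 682 (without Control 7d replicate 3) to 2336 (without Control 14d replicate 3) at 7 days, from 392 (without Control 14d replicate 1) to 2009 (without Control 14d replicate 3) at 14 days, from 295 to 838 at both times and from 1 to 11 for the difference. Those of lncRNAs ran from 54 to 124, from 53 to 134, from 34 to 68 and from 1 to 2, with the same libraries at the ends at 7 and at 14 days. CircRNAs ran from 0 to 1 at 14 days, and at the criteria of the study from 10 to 22 at 14 days and from 1 to 3 at both times. MiRNAs ran from 3 to 17 at 7 days, from 0 to 6 at 14 days, from 0 to 2 at both and, at the criteria of the study, from 45 to 75 at 7 days.

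In the same fits, gene sets at 7 days ran from 2 (without Control 7d replicate 3) to 13, zone genes from 6 (without Control 7d replicate 3) to 15 at 7 days and from 6 (without Dex 14d replicate 2) to 13 at 14 days, and genes of Table S6 from 21 (without Control 14d replicate 1) to 58 (without Control 14d replicate 3) at 14 days. Network mRNAs ran from 60 (without Control 7d replicate 3) to 124 at 7 days and from 15 (without Control 14d replicate 1) to 42 at 14 days, network lncRNAs from 13 to 30 at 14 days, and network miRNAs from 1 to 3 at 7 days and from 0 to 1 at 14 days.

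The share of calls that were lower moved with the scaling by over 10 points in several comparisons at the criteria of the study, which are given at their counts. The median of all log2 fold changes moved by over 0.1 for lncRNAs at 14 days (-0.14 with the FPKM as deposited, -0.10 with the factors of the mRNAs), for circRNAs (0.24 and 0.18 with the factors of the mRNAs) and for miRNAs (-0.18 at 7 days and -0.059 at 14 days with library sizes only). Of simulated lncRNAs with a log2 fold change of 1, 2.94% were called.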

Differences from the paper's values

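No tests in this part were chosen after the result was seen. All counts are at the paper's criteria, a fold change over 1.2 and an unadjusted p under 0.05. A count was taken to differ from the paper's where 1 of the 2 was over 1.5 times the other. A setting that came within 1.5 times of the paper's count need not equal it.

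The paper reports 765 mRNAs higher in the Dex 7d group, and 2226 were found here. None of the 22 alternatives set before the data were examined closed the gap. The paper reports 953 mRNAs lower in the Dex 7d group, and 1859 were found here. Of 22 alternatives, edgeR's exact test on 6 libraries and the fit without Control 7d replicate 3 came within 1.5 times, and the other 20 did not.

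The paper reports 601 mRNAs higher in the Dex 14d group, and 1253 were found here. The FPKM as deposited, without scaling factors, gave 889 and came within 1.5 times, and the other 21 alternatives set before the data were examined did not. The paper reports 914 mRNAs lower in the Dex 14d group, and 1620 were found here. The exact test on 6 libraries and the fits without Control 14d replicate 1, Control 14d replicate 2, Dex 14d replicate 1 and Dex 14d replicate 2 came within 1.5 times, and the other 17 did not. The paper reports 686 mRNAs shared by the 2 times, and 1502 were found here, with none of the 22 alternatives closing the gap.

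The paper reports 36 circRNAs higher in the Dex 7d group, and 8 were found here. Of 23 alternatives set before the data were examined, the fit without a filter gave 50 and came within 1.5 times. The paper reports 24 lower in the Dex 7d group, 20 higher in the Dex 14d group and 26 lower in the Dex 14d group, and 10, 4 and 13 were found here, with none of the 23 alternatives closing these gaps. The paper reports 7 circRNAs shared by the 2 times, and 2 were found here. The fit without a filter gave 8 and came within 1.5 times, and the other 22 did not.

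The counts of lncRNAs and miRNAs, 5 of each, the 32 log2 fold changes of zone genes in Table S5 and the 21 normalized enrichment scores compared did not differ by the same rule. Table S5 holds the group means of the deposited FPKM to within 0.0004282%, so its fold changes had little room to differ. The rule is wide for enrichment scores. Collecting duct acid secretion at 7 days had 1.09 here against 1.59 in the paper and did not count as different. Of the 17 gene sets among these scores that the paper lists as significant at 7 days, 10 passed its gene set criteria here. Of the 4 at 14 days, 2 passed.

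The paper names RNAs as changed that had no adjusted p under 0.05 here, by limma for mRNAs and lncRNAs and by edgeR for miRNAs, with Benjamini-Hochberg adjustment. Klhl25 had a log2 fold change of -0.27 at 7 days, and neither an alternative nor a fit without 1 library called it. LINC3384 at 7 days was called by DESeq2, by the exact test, in the 6 libraries of the time point and without Dex 14d replicate 2. Smim22-OT4 at 7 days and LINC13 at 14 days were called by DESeq2. AABR07013095.1-AS1 was called at both times by DESeq2, at both times without Control 7d replicate 2, and at 14 days also by the exact test, in the 6 libraries of the time point and without Control 7d replicate 1. Of the zone genes, Acp5 was called by DESeq2 at both times and by the exact test at 14 days, and Mmp13 at 7 days by both tests and without Control 14d replicate 2 or Control 14d replicate 3. Slco2b1 at 14 days was called by DESeq2 and without Control 14d replicate 2, Nebl at 14 days by the exact test, in the 6 libraries and without Control 7d replicate 1, and Srpx2 at 14 days by DESeq2, the exact test, in the 6 libraries and without Control 7d replicate 3. MiR-204-5p at 14 days was called by DESeq2 and without a filter, and miR-150-3p and miR-449a-5p at 7 days by DESeq2. Siglec10, which the paper links to LINC2710 at both times, had a log2 fold change of -1.17 at 14 days and was called there by DESeq2, by the exact test and without Control 14d replicate 3. Stfa3, Ubl5-OT6 and novel_circ_0002221 were below the filter. Without a filter they met the criteria of the study at 7 days (unadjusted p = 0.0429 and 0.0102 from limma and 0.00398 from edgeR), and none (0) had an adjusted p under 0.05 after Benjamini-Hochberg adjustment. Stfa3, which the paper lists for both times, did not meet these criteria at 14 days (unadjusted p = 0.118 from limma without a filter). MiR-127-3p and miR-140-3p at both times, miR-483-3p and miR-204-5p at 7 days, and miR-150-3p, miR-20b-3p, miR-449a-5p and miR-17-2-3p at 14 days were called under no alternative and in no fit without 1 library.

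The discussion of the paper describes miR-140-3p as decreased by Dex, while its results list the miRNA as increased. Here its log2 fold changes were 0.69 at 7 days and 1.38 at 14 days, the latter 0.60 without Dex 14d library c. The paper's text gives fewer up-regulated mRNAs for the network of the Dex 14d group than its Table S8, which lists 21.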

Other observations

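All tests in this part were chosen after the result was seen.

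Other splits of the 6 libraries of a time into 3 and 3 were counted, the real split included in each number, and since there are 10 such splits the share cannot fall under 0.1. For mRNAs at an adjusted p under 0.05, 1 of 10 splits gave as many at 7 days and 1 of 10 at 14 days, where the other splits gave at most 2, and at the criteria of the study 1 of 10 and 1 of 10, where the others gave up to 2289 and 1951. For calls at both times, 100 of the 200 distinct splits of both times were drawn, and 1 of 100 gave as many at an adjusted p and 1 of 100 at the criteria of the study, which argues against an arbitrary grouping as the source of the shared calls. For lncRNAs the numbers were 1 of 10, 1 of 10 and 1 of 100 splits at an adjusted p, and 1 of 10, 1 of 10 and 1 of 100 at the criteria of the study.

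CircRNAs had 0 calls at an adjusted p, a count that every split reaches (10 of 10 at each time and 100 of 100 for both), so that the splits tell nothing about it. An unadjusted p under 0.05 was found for 18 at 7 days, 17 at 14 days and 7 for the difference. At the criteria of the study, 1 of 10, 1 of 10 and, for both times, 5 of 100 splits gave as many, with up to 12 and 15 circRNAs in other splits at 7 and 14 days. The number of circRNAs shared by the 2 times at these criteria, 2, is therefore reached by other groupings of the same libraries.

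For miRNAs at an adjusted p, 1 of 10 splits gave as many at 7 days, 2 of 10 at 14 days and 1 of 100 at both times. The difference had 0 calls, which every split reaches (100 of 100), and 27 at an unadjusted p under 0.05. At the criteria of the study, 1 of 10, 3 of 10 and 1 of 100 splits gave as many, and a split of the libraries at 14 days gave 56 against the real 52. For gene sets, 1 of 10 splits gave as many at 7 days, with up to 9 in the others against 10, and 5 of 10 at 14 days, with up to 7 against 2.

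At 7 days, Control and Dex mRNA libraries with the same replicate number had positive correlations, and those with different numbers negative ones. A pair across the 2 times with different numbers reached an r of 0.213. The deviations from the group means of libraries with the same number had a Pearson r of 0.180 to 0.196 at 7 days and -0.07 to 0.18 at 14 days. Between Control and Dex libraries with different numbers, r was -0.149 to -0.038 at 7 days and -0.160 to 0.176 at 14 days. Deviations sum to 0 within a group, so positive values for some of these pairs entail negative ones for others. Over all groups, the mean r was 0.021 for the 18 pairs with the same number (-0.198 to 0.196). It was -0.011 for the 36 with different numbers (-0.205 to 0.213). Among the 4 splits at 7 days that part all 3 pairs of a number, 1 of 4 gave as many mRNAs as the real split, which is itself, and the others gave 0 to 1. The 6 splits that part 1 pair gave 0 to 2. For miRNAs, by the number in the column names, r was 0.155 to 0.207 at 7 days and -0.044 to 0.379 at 14 days. The paper reports the lowest GC content for replicate 1 of the total RNA libraries in each group. A batch of rats, which the labels do not give, could underlie the correlations at 7 days.

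At an adjusted p under 0.05, more lncRNAs were called lower than higher with Dex. The values argue against scaling as the source of this, since at least 88.5% of these calls were lower under the other scalings at 7 and at 14 days, and against the pseudocount, with at least 85.1% lower at a pseudocount of 1. At the criteria of the study the share was smaller, 59.6% at 7 days, and 54.9% with the factors of the mRNAs. Reads shared with overlapping genes, a change in the mix of cells in the tissue and a response of the lncRNAs to Dex stay open. These were not tested.

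The raw count table of lncRNAs holds another unit than its name says, since 100% of the lncRNAs compared follow the FPKM times the span on the chromosome. For mRNAs this holds for 53.0% of those compared, and the unit of the other values was not determined.

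In 67 cases an mRNA was listed at 0 in 1 library and at 10 FPKM or more in another library of the same group (17 in the Control 7d group, 19 in the Dex 7d group, 15 in the Control 14d group and 16 in the Dex 14d group). The other library held at least 227 estimated fragments, which argues against sampling at low depth. Assignment of fragments to overlapping genes by the authors' quantification stays open, and no biological explanation was tested.

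Of 389 miRNA entries with a mean above 20 counts, 48 formed 24 pairs with counts closer than counting noise allows for separate reads, which is consistent with the same reads being counted for more than 1 entry. The entries miR-191a-3p and miR-191b are such a pair and make up 2 of the 8 miRNAs called at 7 days.

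Junction reads of circRNAs rose with the replicate number within groups, with a ratio of highest to lowest of 1.31 to 1.65. Relative to the fragments of the library the ratio was 1.17 to 1.44, and replicate 1 stayed lowest in 4 of 4 groups. For the low values of replicate 1, this argues against depth in proportion to fragments as the only source. What else sets replicate 1 apart was not tested, and the labels give no batch.

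Values of single libraries can dominate an RNA. The lncRNA TCONS_00074717 was listed at 8694.9 FPKM in Dex 7d replicate 3 and at 0 in the other 11 libraries. MiR-9a-5p had 12508 counts in Dex 14d library c and 245 to 1381 in the others. No explanation was tested.

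The 14 marker gene lists of cell types and pathways gave no result, since 6.85% of their genes had an identifier, from 0% to 25% per list. A change in the mix of cells in the tissue was therefore not tested and stays open for every RNA class.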
